# Differential expression of genes related to gain and intake in the liver of beef cattle

**DOI:** 10.1186/s13104-016-2345-3

**Published:** 2017-01-03

**Authors:** C. M. Zarek, A. K. Lindholm-Perry, L. A. Kuehn, H. C. Freetly

**Keywords:** Feed efficiency, Transcriptome, Steers, Beef cattle, Immune response, Metabolism, Cellular transport

## Abstract

**Background:**

To better understand which genes play a role in cattle feed intake and gain, we evaluated differential expression of genes related to gain and intake in the liver of crossbred beef steers. Based on past transcriptomics studies on cattle liver, we hypothesized that genes related to metabolism regulation and the inflammatory response would be differentially expressed. This study used 16 animals with diverse gain and intake phenotypes to compare transcript abundance after a 78 day ad libitum feed study.

**Results:**

A total of 729 genes were differentially expressed. These genes were analyzed for over-representation among biological and cellular functions, and pathways. Cell transport processes and metabolic processes, as well as functions related to transport, were identified. Pathways related to immune function, such as the proteasome ubiquitination pathway and the chemokine signaling pathway, were also identified.

**Conclusions:**

Our results were consistent with past transcriptomics studies that have found immune and transport processes play a role in feed efficiency. Gain and intake are impacted by complex processes in the liver, which include cellular transport, metabolism regulation, and immune function.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13104-016-2345-3) contains supplementary material, which is available to authorized users.

## Background

The highest production cost for beef cattle is feed, so it is important to select cattle that can produce more meat, while consuming less feed [1]. Thus, an understanding of differentially expressed genes and over-represented gene clusters and pathways in organs like the liver that may impact gain and feed intake in beef cattle, is critical. In addition, these genes and pathways may result in biological markers for the identification or selection of animals with superior phenotypes.

The liver was chosen because of its role in metabolism. Gluconeogenesis, glycolysis, and glyconeogenesis regulate blood glucose levels and occur to a large extent in the liver. The phosphogluconate oxidative pathway accounts for a significant portion of glucose oxidation in the liver [2]. In ruminant digestion, the microorganisms in the rumen break down plant material to the volatile fatty acids acetic acid, propionic acid, and butyric acid, which are absorbed through the rumen [3]. The liver produces approximately 85% of the glucose turnover in ruminants, which is a key process for energy production in ruminants [4]. Huntington [5] states that the liver metabolizes 50–90% of the butyrate and propionate absorbed by the rumen. The liver is also a major organ for glycogenesis, storage of glycogen, and glycogenolysis, which also help to regulate the blood glucose level. In addition, fatty acids are removed from the blood to provide energy via beta-oxidation. Another function of the liver is amino acid metabolism. Amino acids are removed from the bloodstream and used for protein synthesis, metabolism or catabolism [6]. Other functions of the liver include synthesis of albumin and fibrinogen, detoxification of blood and waste removal, and conversion of ammonia absorbed from the gut and rumen into urea [6]. In addition, the liver, portal veins, spleen, and gut use about one-half of the total heat energy in cattle, which is far greater than what would be predicted based on the mass of organs [5].

Studies analyzing the liver’s role in feed efficiency using residual feed intake (RFI) have been conducted previously on cattle. Weber et al. [7] found differentially expressed genes involved in lipid metabolism and inflammation were down-regulated in the livers of low RFI Angus bull progeny. In 2011 Chen [8] found that low RFI bulls tended to have an up-regulation of genes related to the extracellular matrix and a down-regulation of genes involved in xenobiotic metabolism. From these findings, they concluded that the more efficient animals are better at moving substrates across their membranes and that the less efficient animals have higher levels of cellular stress in the liver [8]. Alexandre et al. [9] showed increased oxidative stress and hepatic lesions in the liver of low feed efficiency Nelore bulls. They suggested the altered lipid metabolism causes more reactive oxygen species, leading to inflammation. The inflammation compromises liver tissue in the low efficiency bulls, allowing easier entry for pathogens and increasing the immune response that was not seen in the high efficiency bulls [9].

Rather than RFI, this study uses high and low gain, and high and low feed intake quadrants as phenotypes to evaluate differences in transcript abundance in the liver. These data may help explain the molecular pathways that are important for efficient gain and reduced intake in the liver.

## Methods

### Animal care and use

The U.S. Meat Animal Research Center (USMARC) Animal Care and Use Committee reviewed and approved all animal procedures. The procedures for handling cattle complied with the Guide for the Care and Use of Agricultural Animals in Agricultural Research and Teaching (FASS [10]).

### Feed trial

One hundred forty-three 11-month-old crossbred steers were fed ad libitum for 78 days. The finishing diet consisted of dry-rolled corn (57.35%), ground alfalfa hay (8%), Steakmaker with Tylan (4.25%), urea (0.4%), and wet distillers grain with solubles (30%). Daily intake of the steers was measured using the Insentec feeding system (Marknesse, The Netherlands), and steers were weighed every 3 weeks to record gain. Steers were also weighed at the beginning of the feed trial on day 0 and day 1, and on the last 2 days of the feed trial. Sixteen steers were selected for harvest based on maximizing their distance from the bivariate mean of total gain and intake in four quadrants: high gain–high intake; high gain–low intake; low gain–low intake; and low gain–high intake were selected from the study (Fig. 1). The medical records and representation of breed within phenotypic groups were also considered while selecting steers for harvest, such that sire breed was not over-represented within groups (Table 1). Animals selected for the experiment were euthanized by captive bolt followed by exsanguination. Tissues were collected from steers harvested over 4 days, with one steer from each phenotypic group harvested each day to reduce environmental effects between groups. A sample of the right lobe of the liver was diced and flash frozen in liquid nitrogen. The samples were stored at −80 °C until RNA isolation.

**Fig. 1:**
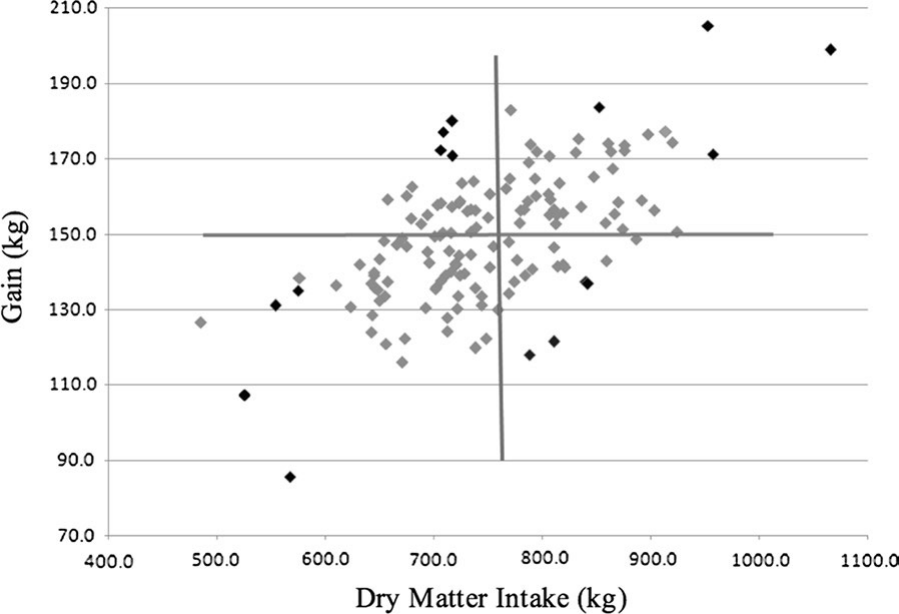
Total dry matter intake and total gain for steers on feed trial (n = 143). The average for gain is represented by the *horizontal line* and the average for intake is represented by the *vertical line*. The bivariate mean is the intersection of these lines. Steers chosen for the study are represented by the *black data* points

**Table 1:** Cattle breeds within each phenotypic group

Breed	High gain–high intake	High gain–low intake	Low gain–low intake	Low gain–high intake
Angus	0.25	0.25	0.008	0.125
Brahman	0	0	0	0.125
Brangus	0	0.031	0	0
Braunvieh	0	0	0.047	0
Brown Swiss	0	0	0.188	0
Charolais	0.25	0.25	0.254	0.25
Gelbvieh	0.125	0.242	0.004	0.063
Hereford	0	0.063	0.254	0
MarcII^a^	0	0.008	0	0
MarcIII^b^	0	0.016	0.004	0.063
Red Angus	0	0	0.086	0
Santa Gertrudis	0	0	0	0.188
Shorthorn	0	0.078	0	0
Simmental	0.359	0	0.156	0.188
Unknown^c^	0.016	0.063	0	0

^a^MarcII animals are 0.25 Simmental, 0.25 Gelbvieh, 0.25 Hereford, and 0.25 Angus

^b^MarcIII animals are 0.25 Pinzgauer, 0.25 Red Poll, 0.25 Hereford, and 0.25 Angus

^c^Unknown animals have breed of unknown origin

### RNA Isolation

Hepatic RNA was isolated according to the manufacturer’s protocol for Trizol (Ambion, Carlsbad, CA, USA), with a few exceptions. Briefly, a six-station Omni Prep homogenizer (Omni International, Kennesaw, GA, USA) was used to homogenize 50–100 mg of liver in 1 mL of Trizol for 40 s. The first centrifugation was lengthened to 20 min (at 11,750 rcf) from the standard 15 min, and the pelleted RNA was washed twice with 70% ethanol. The RNA pellets were suspended in 50–150 µL of nuclease-free water, depending on the size of the pellet. Genomic DNA was removed from the extracted RNA using the Qiagen RNeasy mini-kit (Valenci, CA, USA) with a gDNA eliminator column, according to the manufacturer’s protocol. A Nanodrop 8000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA) was used to measure the concentration of the total RNA. The average 260/280 ratio was 1.93 (range 1.91–2.15). The RNA integrity number was measured using an Agilent Bioanalyzer and a RNA 6000 Nano kit (Santa Clara, CA, USA). The range of the RNA integrity numbers (RIN) was 4.9–8.7, with an average of 6.7. All samples had a RIN of 6.0 or higher, except two samples, which had RINs of 4.9 and 5.9.

### Microarray

The samples were prepared according to the Affymetrix GeneAtlas System (Santa Clara, CA) microarray protocol. Briefly, 250 ng of RNA and *Poly*-*A* RNA controls were reverse-transcribed to cDNA. The cDNA was transcribed to cRNA, which was purified with Agencourt AMPure XP beads (Beckman Coulter Life Sciences, Indianapolis, IN, USA) and washed with 80% ethanol. Fifteen microgram of cRNA was then reverse-transcribed to single-stranded cDNA. RNase was added to the ss-cDNA to remove the remaining RNA, and then the ss-cDNA was purified with AMPure beads (Indianapolis, IN) and washed with 80% ethanol. 5.5 μg of ss-cDNA was fragmented and biotinylated with the WT Expression Kit. The labeled ss-cDNA, *bioB*, *bioC*, *bioD*, *cre* controls, and Control Oligonucleotide B2 were hybridized to Bovine 1.1ST array strips (Santa Clara, CA) for 20 h at 48 °C. The array strips were then stained and washed by the GenetAtlas Fluidics station and Wash and Stain Kit for WT Array Strips (Santa Clara, CA) according to protocol and imaged by the Affymetrix GeneAtlas scanner. CEL files produced by the scanner were normalized and converted to CHIP files using the Affymetrix Expression Console software. The Guanine Cytosine Count Normalization and Signal Space Transformation algorithms and Robust Multichip Analysis are conducted by the software as part of the normalization and processing. The GCC normalizes the intensities of the signals read by the scanner. The cel and chp files can be accessed at the Gene Expression Omnibus (GEO) with accession number GSE75700. Differential expression between the phenotypic groups described above was determined by one-way ANOVAs for each Cartesian quadrant (3° of freedom). *P* values were multiple-test corrected for false discovery rate using the Benjamini and Hochberg calculations [11].

### Gene function and pathway analysis

Differentially expressed genes were analyzed with the Protein Analysis Through Evolutionary Relationships (PANTHER) statistical over-representation test for *Bos taurus* with the default parameters, except the Bonferroni correction for multiple testing was not used. The over-represented GO-Slim biological processes and molecular functions are summarized in Tables 2 and 3. PANTHER Version 10.0, released May 15, 2015 was used in the analysis [12, 13].

**Table 2:** Over-represented biological processes identified by PANTHER

Biological process	GO annotation	Number of genes	Expected number of genes	Nominal P value
Transport	GO:0006810	61	48.86	4.06E−02
Ion transport	GO:0006811	24	14.13	9.09E−03
Cation transport	GO:0006812	22	11.39	2.93E−03
Carbohydrate metabolic process	GO:0005975	20	10.94	7.92E−03
Mitosis	GO:0007067	13	6.79	2.09E−02
Polysaccharide metabolic process	GO:0005976	11	3.5	9.62E−04
Nucleobase-containing compound transport	GO:0015931	7	2.27	8.56E−03
Sensory perception	GO:0007600	5	12.14	1.74E−02

**Table 3:** Over-represented molecular functions identified by PANTHER analysis

Molecular function	GO annotation	Number of genes	Expected number of genes	Nominal P value
Transporter activity	GO:0005215	37	21.81	1.36E−03
Transmembrane transporter activity	GO:0022857	34	19.81	1.76E−03
Cation transmembrane transporter activity	GO:0008324	17	7.46	1.65E−03
Cytoskeletal protein binding	GO:0008092	10	4.78	2.36E−02
Amino acid transmembrane transporter activity	GO:0015171	6	1.7	7.91E−03
Intermediate filament binding	GO:0019215	2	0.22	2.01E−02

Ingenuity® Pathway Analysis (IPA®) by Qiagen was also used for differential expression analysis to identify genes over-represented in canonical pathways. The top five pathways with the lowest P value (*P* < 0.05) were reported by the system.

### Validation

The RNA was reverse-transcribed to cDNA using iScript™ Reverse Transcription Supermix for qRT-PCR (BioRad, Hercules, CA, USA) according to the manufacturer’s protocol. Briefly, RNA was read using a Nanodrop 8000 spectrophotometer (Thermo Scientific, Wilmington, DE) and diluted to 1 μg in 16 μL of water. The iScript (4 μL) was added and placed on a Dyad Peltier Thermal Cycler (BioRad, Hercules, CA, USA) at 25 °C for 5 min, 42 °C for 30 min, and 85 °C for 5 min. The cDNA was used for validating the microarray by qRT-PCR. Primers were designed using Primer3 [14, 15]. USB VeriQuest® SYBR Green qPCR Master Mix (2×) with Fluorescein (Affymetrix, Santa Clara, CA, USA) was used with 10 μM primers according to protocol. The gene *RPLPO* (P value 0.4211 for gain and 0.7179 for intake) was used as a housekeeper, and the results were normalized to its expression. The polymerase chain reactions (PCR) were run on a C1000 Touch Thermal Cycler, CFX384 Real-Time System (BioRad, Hercules, CA, USA) at 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s, and 60 °C for 30 s. The 2^−ΔΔCt^ was calculated according to Livak and Schmittgen [16] then log transformed for data analysis. Validation assays were analyzed with the same 3° of freedom Cartesian quadrant model. Genes selected for validation, oligonucleotide primers, and amplicon sizes are listed in Additional file 1: Table S1.

## Results

Analysis of microarray data identified 729 differentially expressed genes (nominal *P* ≤ 0.05; Additional file 2: Table S2). Of these, 449 genes were annotated. 

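Liver RNA of 16 crossbred steers was measured on Affymetrix bovine gene arrays, 1 array per steer, with 4 steers each in the high gain-high intake, high gain-low intake, low gain-high intake and low gain-low intake groups. The authors computed the deposited values with Affymetrix Expression Console by GC count normalization, Signal Space Transformation and RMA. Transcriptome Analysis Console is named beside it in the submitters' processing notes, and software versions and the genome build are not given in the sources used here. The values are on the log2 scale, 1 per steer for each of 26773 transcript clusters. Of these, 18790 were paired with 1 gene symbol, 385 with several and 7598 with none, which gave 18448 gene symbols with a value. From the values as deposited, limma was fitted with 1 mean per group. Its moderated F compared the 4 groups, and its contrasts gave the gain effect (high minus low gain), the intake effect (high minus low intake) and their interaction, which is positive where the high gain-high intake and low gain-low intake groups are the higher ones. P-values were adjusted by the Benjamini-Hochberg method over all 26773 transcript clusters. For named genes, steers were also exchanged between groups in two-sided exact permutation tests, over all partitions into 4 groups of 4 and, for each contrast, all choices of 8 of the 16 steers. The 4 arrays per group limit the precision of all values. The arrays fell into 2 sets of 8 that no label names, split here at the widest gap between the sorted array medians. Animal numbers were not used for the split. Set 1 held the steers with the 8 lowest animal numbers, 1 high gain-high intake, 2 high gain-low intake, 2 low gain-high intake and 3 low gain-low intake, and set 2 the other steers. Array medians were 7.41 to 7.47 in set 1 and 7.16 to 7.28 in set 2, and Pearson's r across transcript clusters was 0.971 to 0.983 between arrays of set 1, 0.952 to 0.979 within set 2 and 0.934 to 0.971 between the sets. With group in the model, 7985 transcript clusters differed between the sets at an adjusted p below 0.05. The sets were made from medians of the same values, so that this count and the separation of the medians are not independent evidence. A fit with the array set as a block, chosen after seeing the data, is given beside part of the results, and differences within each set are given for contrasts of part of the named genes. Those within a set compare group means of 1 to 3 steers. High gain-high intake in set 1 and low gain-low intake in set 2 are 1 steer each, so that they are not replication. The groups are shared unevenly between the sets, and the full effect can therefore lie outside both values.

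**Figure D1:**
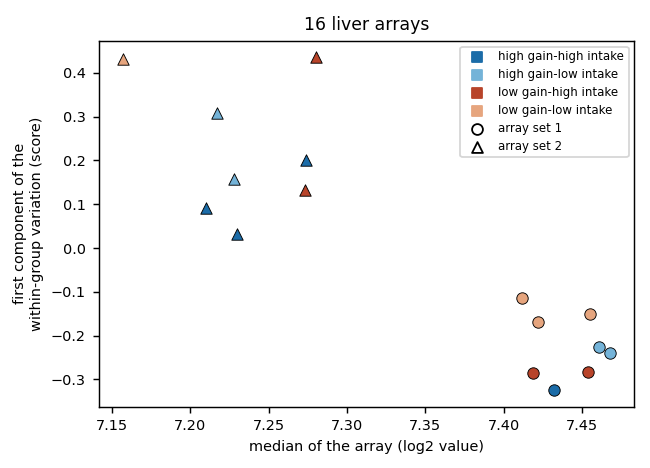
Each symbol is 1 of the 16 liver arrays, with the median of the array (log2 value) on the horizontal axis and its score on the first component of the variation within groups, which holds 35.0% of that variation, on the vertical axis. Colours are the 4 groups, circles array set 1 and triangles array set 2. The 8 arrays of set 1 lie at medians of 7.41 or above with scores of -0.113 or below, and the 8 arrays of set 2 at medians of 7.28 or below with scores of 0.033 or above.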

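In the ordinary F of the study's methods, 729 transcript clusters had an unadjusted p of 0.05 or less. The low gain-high intake group had the highest mean of the 4 groups in 267 of them, the high gain-low intake group in 192, the low gain-low intake group in 168 and the high gain-high intake group in 102. The lowest mean lay in the high gain-low intake group for 213, the low gain-low intake group for 205, the high gain-high intake group for 201 and the low gain-high intake group for 110. With limma's moderated F, 624 transcript clusters had an unadjusted p of 0.05 or less, 438 of them among the 729. Uniform p-values give 1339 of 26773 at this threshold. The gain effect was at an unadjusted p of 0.05 or less in 932 transcript clusters, 319 of them higher and 613 lower in high gain steers. For intake there were 767, with 328 higher and 439 lower in high intake steers, and for the interaction 753, with 309 positive and 444 negative. The balance of directions depended on how the arrays were scaled. After quantile normalization there were 519 higher and 590 lower for gain, 472 higher and 456 lower for intake and 405 positive and 343 negative for the interaction, and after median subtraction 495 higher and 467 lower, 421 higher and 456 lower and 471 positive and 342 negative. With transcript clusters of a mean below the median left out, the interaction was positive in 199 and negative in 95. It was positive in 479 and negative in 343 without low gain-low intake steer 20133403, and in 449 and 399 without high gain-high intake steer 20133390. For intake the higher ones were no longer the fewer without high gain-low intake steer 20133110 (311 against 308), low gain-low intake steer 20133179 (314 against 312), low gain-high intake steer 20133452 (337 against 323) and low gain-high intake steer 20133327 (343 each). With the array set as a block the count over the 4 groups was 1111, of which 528 were among the 624, and the counts were 1404 for gain (866 higher, 538 lower), 979 for intake (611 higher, 368 lower) and 1322 for the interaction (526 positive, 796 negative). Without low gain-low intake steer 20133403 the count over the 4 groups was 945 and that for intake 1390, and without high gain-high intake steer 20133015 the intake count was 1230. The former is the only array of its group in set 2 and the latter the only array of its group in set 1.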

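Of the 624 transcript clusters at an unadjusted p of 0.05 or less in limma's moderated F, 348 had a gene symbol. SPTSSB, a subunit of the serine palmitoyltransferase that starts sphingolipid synthesis, was 9.48 ± 0.22 and 9.49 ± 0.23 in the high gain-high intake and high gain-low intake groups, against 10.47 ± 0.60 and 10.48 ± 0.39 in the low gain-high intake and low gain-low intake groups (log2 value, SD, n = 4). Its gain effect was -0.99 (standard error 0.19, -0.999 and -0.85 within array sets 1 and 2), and each of the 8 high gain steers lay below each of the 8 low gain steers (exact permutation p = 0.000155, the smallest that 8 steers against 8 allow). ANGPT2, which encodes the vascular ligand angiopoietin 2, was highest in the high gain-low intake group at 7.54 ± 0.58, against 6.76 ± 0.35 in the high gain-high intake, 6.47 ± 0.21 in the low gain-high intake and 6.27 ± 0.12 in the low gain-low intake group (exact permutation p = 0.00229 over the 4 groups). ARID3B, which encodes a DNA-binding protein of the ARID family, was highest in the low gain-high intake group at 7.02 ± 0.10, with the other groups at 6.21 to 6.46 (exact permutation p = 0.000472). SFT2D2, a vesicle transport gene, was also highest in the low gain-high intake group, at 11.93 ± 0.16, and lowest in the high gain-low intake group, at 11.07 ± 0.26 (exact permutation p = 0.000507). EI24, a gene of autophagy, had the same order of these groups, 11.43 ± 0.10 against 10.63 ± 0.19 (exact permutation p = 0.0043). KIAA2026 was 12.18 ± 0.28 in the high gain-low intake group and at most 11.47 ± 0.40 in the others (exact permutation p = 0.00726). These genes were among the 10 gene symbols with the smallest p over the 4 groups, and none had an adjusted p below 0.05 in limma.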

None of the differentially expressed genes passed a false discovery rate correction for multiple testing. 

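Several genes differed by more than 1 on the log2 scale without passing the correction. FETUB, which encodes the liver-secreted protein fetuin-B, had a gain effect of -1.69 (standard error 0.51, -1.51 and -1.26 within array sets 1 and 2, exact permutation p = 0.00901), with 1 high gain-high intake steer at 10.1 apart from its group. MT1A, a metal-binding metallothionein, had an intake effect of 1.54 (standard error 0.69, 2.32 and 1.69 within array sets 1 and 2, exact permutation p = 0.0592), with 1 low gain-high intake steer at 18.3, and INMT, an indolethylamine methyltransferase, one of -1.16 (standard error 0.45, -1.65 and -0.28 within array sets 1 and 2, exact permutation p = 0.0323). The interaction was 3.49 (standard error 1.04, 2.10 and 4.02 within array sets 1 and 2, exact permutation p = 0.00808) for CPQ, which encodes a carboxypeptidase, 3.37 (standard error 1.24, 2.62 and 3.79 within array sets 1 and 2, exact permutation p = 0.0233) for UGT2B10, a glucuronosyltransferase of drug metabolism, and 2.30 (standard error 0.73, 1.85 and 2.09 within array sets 1 and 2, exact permutation p = 0.0137) for transglutaminase 2 (TGM2). No transcript cluster had an adjusted p below 0.05 in limma or in the ordinary F of the study's methods, in which 624 and 729 had an unadjusted p of 0.05 or less over the 4 groups. With the first 2 components of the variation within groups as covariates, 5 had an adjusted p below 0.05 over the 4 groups. The lowest adjusted p over the 4 groups was 0.128 in limma, for a transcript cluster without a gene symbol here, and 0.64 in the ordinary F. It was 0.203 with the array set as a block. For the contrasts in limma it was 1 for gain, 0.93 for intake and 1 for the interaction. Small p-values were fewer than a uniform spread gives, with 1528 below 0.1 in limma and 1624 in the ordinary F against 2677.3, and 2451 with the array set as a block. In other models those at an unadjusted p of 0.05 or less numbered 1597 with array weights, 1883 with the first and 2479 with the first 2 components of the variation within groups as covariates, against 1339 of a uniform spread. These weights and components are estimated from the same arrays. The components are taken from residuals around the group means, so that group differences stay the same while the residual spread falls. Their higher counts, and the 5 adjusted calls, are thus largely built in.

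**Figure D2:**
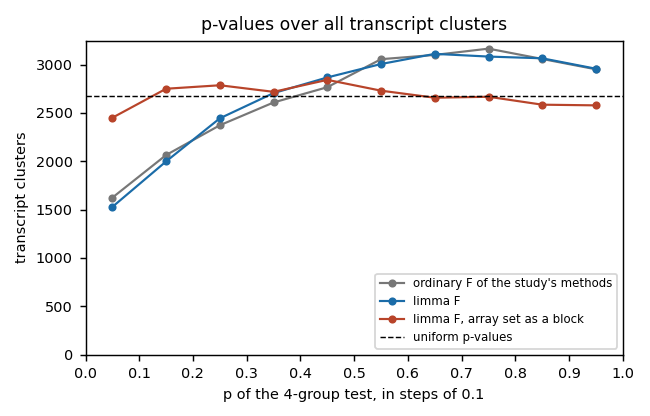
The number of transcript clusters (vertical axis) in each step of 0.1 of the p of the 4-group test (horizontal axis), for the ordinary F of the study's methods (grey), limma's F (blue) and limma's F with the array set as a block (red). The dashed line at 2677.3 is the number that uniform p-values give, and the first step holds 1624, 1528 and 2451 transcript clusters.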

To determine whether genes were over-represented among pathways or by gene function, they were analyzed using PANTHER and IPA.

The PANTHER over-representation test identified biological processes related to cellular transport and metabolism (Table 2). Five transport processes and two metabolic processes were identified. The top three biological processes with the greatest number of differentially expressed (DE) genes were transport processes, two of which were related to ion transport. 

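SEC61B, a subunit of the channel through which proteins enter the endoplasmic reticulum, was 10.89 ± 0.29 in the low gain-low intake and 10.62 ± 0.36 in the high gain-high intake group, against 10.26 ± 0.14 in the high gain-low intake and 10.36 ± 0.16 in the low gain-high intake group (log2 value, SD, n = 4). Its interaction was 0.89 (standard error 0.28, 0.77 and 0.74 within array sets 1 and 2, exact permutation p = 0.00559), and that of COPB2, a subunit of the coat of Golgi vesicles, was 0.62 (standard error 0.25, 0.66 and 0.61 within array sets 1 and 2, exact permutation p = 0.00917). STXBP6, a regulator of membrane fusion, was 11.15 ± 0.34 in the low gain-low intake and 10.12 ± 0.39 in the high gain-low intake group (exact permutation p = 0.0167 over the 4 groups). Of 236 genes of vesicle traffic, 7 had an unadjusted p of 0.05 or less over the 4 groups in limma, beside 4.36 given by the share among all named genes, and 0 passed when adjusted over the list alone. The interaction was positive in 153 of the 236 (median 0.10, adjusted p = 0.00218 by camera, and adjusted p = 0.838 with an estimated correlation). Of 244 ion channels and ion pumps, 3 had an unadjusted p of 0.05 or less over the 4 groups, beside 4.51, and 0 when adjusted over the list alone, whereas the ordinary F of the study's methods gave 11, beside 6.65. TMC7, a member of the transmembrane channel-like family, had an interaction of 1.32 (standard error 0.41, 1.37 and 0.68 within array sets 1 and 2, exact permutation p = 0.00357). SCN9A, a sodium channel, was 6.58 ± 0.34 and 6.48 ± 0.32 in the 2 high intake groups and 6.07 ± 0.28 and 6.01 ± 0.19 in the 2 low intake groups (exact permutation p = 0.0416 over the 4 groups). Its low intake means lay below the 25th percentile of every array, the lowest of which was 6.093, so that this signal is at the low end of the arrays. Across the list, 81 of 244 had a positive interaction (median -0.12, adjusted p = 0.0167 by camera, and adjusted p = 0.684 with an estimated correlation). At the preset correlation, the adjusted p was 0.0567 without low gain-low intake steer 20133101 and 0.0579 without high gain-high intake steer 20133015 and 0.187 without low gain-high intake steer 20133452. Of 71 genes of nuclear transport, 1 had an unadjusted p of 0.05 or less, beside 1.31, with 0 adjusted over the list alone and 6 with the array set as a block, beside 2.51. The 1 gene, MAGOHB, a component of the exon junction complex, was 7.79 ± 0.52 in the low gain-low intake and 6.91 ± 0.29 in the high gain-high intake group (exact permutation p = 0.0132, and 0.0528 when steers were exchanged within array sets), with 1 low gain-high intake steer at 7.304 apart from its group. IPO11, an import receptor, had an interaction of 0.84 (standard error 0.33, 1.04 and 0.76 within array sets 1 and 2, exact permutation p = 0.021), and 44 of the 71 were positive (median 0.08, adjusted p = 0.0432 by camera, and adjusted p = 0.885 with an estimated correlation). With the correlation preset, the adjusted p was above 0.05 without any 1 of 10 steers, up to 0.255 without low gain-high intake steer 20133452. Markers of cell types also had an interaction by camera at that correlation. By camera the adjusted p was 0.00964 for hepatocytes, 0.0432 for stellate cells and 0.00285 for T and NK cells. None passed with an estimated correlation. The list means themselves had interactions of 0.251, 0.168 and -0.332, in that order, with exact permutation p of 0.306, 0.391 and 0.0847. Across all lists called for the interaction its sign went with signal level, negative at median levels up to 7.925 and positive from 8.608.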

Another 20 genes were classified as carbohydrate metabolism and 13 DE genes were identified as belonging to the process of mitosis, which had a fold change of 1.91.

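PHKA1, a subunit of the kinase that starts glycogen breakdown, was 7.51 ± 0.07 and 7.47 ± 0.20 in the high gain-high intake and high gain-low intake groups, against 7.93 ± 0.13 and 7.74 ± 0.26 in the low gain-high intake and low gain-low intake groups (log2 value, SD, n = 4, exact permutation p = 0.0136 over the 4 groups). CHST7, a sulfotransferase of glycosaminoglycans, was highest in the high gain-low intake group at 6.71 ± 0.37 and at most 6.25 ± 0.08 in the others (exact permutation p = 0.0145). B3GNT8, a glycosyltransferase, was higher at high intake, with an intake effect of 0.36 (standard error 0.11, 0.30 and 0.30 within array sets 1 and 2, exact permutation p = 0.00109). GALNT14, which starts O-linked glycosylation, was 7.28 ± 0.19 in the low gain-low intake and 6.76 ± 0.25 in the high gain-low intake group (exact permutation p = 0.0322). Of 32 genes of glycogen and polysaccharide metabolism, 3 had an unadjusted p of 0.05 or less in limma, beside 0.592 given by the share among all named genes (adjusted p = 0.146 by Fisher's exact test over 56 lists), and 6 in the ordinary F of the study's methods, beside 0.873 (adjusted p = 0.00277). None passed when adjusted over the list alone. All 6 genes of the ordinary F are in Table S2, which holds the same test and was at hand when the list was set, so that these counts are not independent evidence. Of 33 glycolysis genes, 1 had an unadjusted p of 0.05 or less in limma, beside 0.61, and 2 in the ordinary F, with 0 adjusted over the list alone. SKA2, a protein of the spindle attachment to chromosomes, was 8.02 ± 0.44 in the low gain-high intake and 7.13 ± 0.32 in the high gain-low intake group (exact permutation p = 0.00929). NDE1, which acts at the spindle poles, was 8.01 ± 0.42 in the low gain-high intake group and at most 7.52 ± 0.15 in the others (exact permutation p = 0.0338). CENPK, a centromere protein, had an interaction of -0.68 (standard error 0.24, -0.76 and -0.48 within array sets 1 and 2, exact permutation p = 0.00264), and MELK, a kinase of dividing cells, one of -0.53 (standard error 0.23, -0.58 and -0.39 within array sets 1 and 2, exact permutation p = 0.0193). Of 77 genes of mitosis and cell division, 4 had an unadjusted p of 0.05 or less over the 4 groups, beside 1.42, and 0 when adjusted over the list alone. With the array set as a block there were 8, beside 2.73. The interaction was positive in 20 of the 77 (median -0.15, adjusted p = 0.00218 by camera, and adjusted p = 0.764 with an estimated correlation). Under the preset correlation, the adjusted p was 0.0881 without low gain-high intake steer 20133062. Markers of T and NK cells went the same way, with a positive interaction in 6 of 24 (adjusted p = 0.00285 by camera, and adjusted p = 0.681 with an estimated correlation), and for them the adjusted p was 0.0717 without high gain-high intake steer 20133015 and 0.0861 without low gain-high intake steer 20133062.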

The PANTHER analysis also identified six molecular functions that were over-represented by the DE genes (Table 3). Four of the six were a form of transporter activity, with two focused on transmembrane transportation. 

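ACTR2, a subunit of the complex that branches actin filaments, was lower in the high gain groups, at 10.19 ± 0.57 in the high gain-high intake and 9.69 ± 0.16 in the high gain-low intake group against 10.54 ± 0.36 in the low gain-high intake and 10.77 ± 0.23 in the low gain-low intake group (log2 value, SD, n = 4), a gain effect of -0.71 (standard error 0.18, -0.54 and -0.83 within array sets 1 and 2, exact permutation p = 0.00451). ACTR1B, an actin-related subunit of dynactin, had a gain effect of -0.35 (standard error 0.12, -0.39 and -0.23 within array sets 1 and 2, exact permutation p = 0.0042). CNN1, a calponin of smooth muscle, and TPM1, a tropomyosin, were highest in the high gain-low intake group, at 8.05 ± 0.93 and 10.12 ± 0.56, and at most 7.12 ± 0.26 and 9.41 ± 0.43 in the others (exact permutation p = 0.011 for CNN1 and p = 0.0584 for TPM1 over the 4 groups). TUBD1, delta tubulin, was 7.28 ± 0.35 in the low gain-high intake and 6.58 ± 0.22 in the high gain-low intake group (exact permutation p = 0.0254). Of 208 genes of the cytoskeleton and intermediate filaments, 5 had an unadjusted p of 0.05 or less over the 4 groups in limma, beside 3.84 given by the share among all named genes, and 0 when adjusted over the list alone. The ordinary F of the study's methods gave 9, beside 5.67, and limma with the array set as a block 12, beside 7.36 (adjusted p = 0.376 by Fisher's exact test over 56 lists).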

The other two molecular functions also have cellular transportation implications since they were cytoskeletal protein binding and intermediate filament binding. The cytoskeleton helps to move vesicles, molecules, and organelles within cells, which underscores the transportation function identified by PANTHER.

Several IPA pathways showed that the differentially expressed genes are related to differences in immune responses. The protein ubiquitination pathway, selenocysteine biosynthesis II pathway, and chemokine signaling pathway were identified by IPA (Table 4). Fifteen DE genes were in the proteasome ubiquitination pathway, two in the selenocysteine biosynthesis II pathway, and five in the chemokine signaling pathway. 

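Of the 15 ubiquitination genes of Table 5, 8 had an unadjusted p of 0.05 or less over the 4 groups in limma and 15 in the ordinary F of the study's methods. DNAJC22, a co-chaperone, was highest in the high gain-high intake group at 9.90 ± 0.16 and at most 9.39 ± 0.17 in the others (log2 value, SD, n = 4, exact permutation p = 0.0048 over the 4 groups). USP40, a ubiquitin protease, was highest in the low gain-high intake group at 10.30 ± 0.25, against 9.80 to 9.97 in the others (exact permutation p = 0.00836). PSMD5, a chaperone of proteasome assembly, was lower in the high gain steers, with a gain effect of -0.56 (standard error 0.19, -0.87 and -0.26 within array sets 1 and 2, exact permutation p = 0.0214), with 1 low gain-low intake steer at 9.86 apart from its group, and SMURF1, a ubiquitin ligase, had one of -0.38 (standard error 0.13, -0.34 and -0.46 within array sets 1 and 2, exact permutation p = 0.0087). SKP1, a subunit of SCF ubiquitin ligases, was lower at high intake, with an intake effect of -0.29 (standard error 0.11, -0.32 and -0.32 within array sets 1 and 2, exact permutation p = 0.00342), with 1 high gain-low intake steer at 14.4, and DNAJC5, another co-chaperone, had an interaction of 0.85 (standard error 0.28, 0.93 and 0.47 within array sets 1 and 2, exact permutation p = 0.00622). Of the 5 chemokine signaling genes of the study, 4 have a name in the annotation used here, and 3 of these had an unadjusted p of 0.05 or less in limma. PTK2B, a tyrosine kinase, had an interaction of -1.09 (standard error 0.31, -1.67 and -0.80 within array sets 1 and 2, exact permutation p = 0.00202) and CAMK4, a calmodulin-dependent kinase, one of 0.78 (standard error 0.32, 0.68 and 1.17 within array sets 1 and 2, exact permutation p = 0.0379). The ordinary F gave 4. Of the selenocysteine biosynthesis II genes, PSTK was lower at high intake, with an intake effect of -0.34 (standard error 0.13, -0.36 and -0.32 within array sets 1 and 2, exact permutation p = 0.00482), and SEPSECS was lower at high gain, with a gain effect of -0.38 (standard error 0.13, -0.43 and -0.22 within array sets 1 and 2, exact permutation p = 0.00264). Neither had an unadjusted p of 0.05 or less over the 4 groups in limma, and both did in the ordinary F and with the array set as a block. When adjusted over the list alone, 1 ubiquitination gene (TAP2) passed over the 4 groups in limma and no gene of the other 2 lists. For single contrasts 1 ubiquitination gene passed for intake, 1 selenocysteine gene for gain and 1 for intake, and 3 chemokine signaling genes for the interaction. The study chose these lists on the same arrays, so that their counts are not independent evidence. From its pathways the paper proposes that cellular stress may have played a part in the growth of the steers, and from the selenocysteine and chemokine pathways that their immune system may bear on gain and intake.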

The genes in each pathway are listed in Table 5.

**Table 4:** Top canonical pathways identified by IPA analysis for DE genes

Pathway	Number of DE genes	Percentage of genes (%)^a^	Nominal P value
Protein ubiquitination pathway	15	6.4	2.42E−03
Selenocysteine biosynthesis II (Archaea and Eukaryotes)	2	33.3	1.07E−02
Chemokine signaling	5	8.1	2.86E−02

^a^The percent of DE genes in the pathway in relation to the total number of genes in that pathway is given

**Table 5:** DE genes identified by IPA

Pathway	Gene symbol	Gene name	Nominal P value
Proteasome ubiquitination	*DNAJC22*	DnaJ heat shock protein family (Hsp40) Member C22	5.12E−03
	*DNAJC5*	DnaJ heat shock protein family (Hsp40) Member C5	2.06E−02
	*DNAJB2*	DnaJ heat shock protein family (Hsp40) Member B2	3.50E−02
	*DNAJC16*	DnaJ heat shock protein family (Hsp40) Member C16	3.78E−02
	*TAP2*	Transporter associated with antigen processing 2	5.39E−03
	*USP40*	Ubiquitin specific peptidase 40	9.94E−03
	*USP26*	Ubiquitin specific peptidase 26	4.55E−02
	*UCHL1*	Ubiquitin C-terminal hydrolase L1	3.40E−02
	*SKP1*	S-phase kinase-associated protein 1	1.39E−02
	*USP14*	Ubiquitin specific peptidase 14	3.97E−02
	*USP44*	Ubiquitin specific peptidase 44	2.82E−02
	*PSMC5*	Proteasome 26S subunit, ATPase 5	4.77E−02
	*PSMA5*	Proteasome subunit alpha 5	3.74E−02
	*PSMD5*	Proteasome 26S subunit, non-ATPase 5	3.11E−02
	*SMURF1*	SMAD specific E3 ubiquitin protein ligase 1	3.28E−02
Chemokine signaling	*PTK2B*	Protein tyrosine kinase 2 beta	2.72E−02
	*CAMK2B*	Calcium/calmodulin dependent protein kinase ii beta	3.28E−02
	*CAMK4*	Calcium/calmodulin-dependent protein kinase IV	3.74E−02
	*PLCG1*	Phospholipase C, gamma 1	3.83E−02
	*KRAS*	Kirsten rat sarcoma viral oncogene homolog	3.86E−02
Selenocysteine biosynthesis II	*PSTK*	Phosphoseryl-TRNA kinase	4.30E−02
	*SEPSECS*	Sep (O-phosphoserine) TRNA:Sec (Selenocysteine) TRNA synthase	3.01E−02

Validation of differentially expressed genes was performed using qRT-PCR for twelve genes. 

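In the pairs of groups that the study compared, IGFBP1, a binding protein of insulin-like growth factors, showed the largest difference on the arrays. It was 15.48 ± 1.73 in the high gain-low intake and 11.84 ± 0.98 in the low gain-low intake group (log2 value, SD, n = 4), 12.5-fold higher in the former. Over the 4 groups its interaction was -4.55 (standard error 1.09, -4.51 and -5.28 within array sets 1 and 2, exact permutation p = 0.00513). Higher in low gain-high intake than in high gain-low intake steers were AGPAT3, an acyltransferase of lipid synthesis (1.68-fold), SMAD6, an inhibitor of BMP signaling (1.53-fold), and TAP2, a peptide transporter (1.88-fold), whereas DNAJB2, a co-chaperone, was 1.49-fold lower there. Against the high gain-high intake group, the low gain-high intake group was higher in FABP3, a fatty acid-binding protein (1.65-fold), PTK2B (1.54-fold) and PLK3, a polo-like kinase (1.31-fold), and 1.45-fold lower in TIGAR, a regulator of glycolysis. Between the high gain-low intake and low gain-low intake groups, NAT1, an acetyltransferase, was 1.65-fold higher and NCAPG, a condensin subunit, 1.35-fold lower in the latter. PPP1CA, a catalytic subunit of protein phosphatase 1, was 1.28-fold higher in the low gain-low intake than in the high gain-high intake group, and 1.11-fold on a second transcript cluster of the gene (exact permutation p = 0.771). For 9 of the 12 genes no value of 1 group overlapped the other (exact permutation p = 0.0286, the smallest that 4 steers against 4 allow), and for AGPAT3, DNAJB2 and PTK2B the exact permutation p was 0.0571. In limma all 12 pairs had an unadjusted p of 0.05 or less, from 0.000251 for IGFBP1 to 0.0379 for PPP1CA, which had 0.0789 with the array set as a block. PPP1CA was at that threshold in 6 of 11 settings without steers left out, PLK3 in 9, NCAPG in 10 and the other genes in 11. With quantile normalization and with median subtraction 10 of the 12 pairs were, PPP1CA having 0.102 and 0.0667 and PLK3 0.0503 and 0.0649, and with a floor NCAPG had 0.149. Leaving out any 1 of 5 steers took PPP1CA above it, up to 0.123 without low gain-low intake steer 20133179, and any 1 of 5 took PLK3, up to 0.0815 without high gain-high intake steer 20133356, while PTK2B had 0.0557 without low gain-high intake steer 20133062. Single steers lay apart in AGPAT3 (low gain-low intake, 10.8), PLK3 (low gain-high intake, 7.27) and TIGAR (high gain-low intake, 7.59). The pairs were chosen by the study as those with the greatest difference on these arrays, so that the p-values are not independent evidence. In Table 6 the qRT-PCR fold had the sign of the array fold for 9 of the 12 genes and the opposite sign for PTK2B, SMAD6 and TIGAR. Over the 4 groups, 10 of the 12 had an unadjusted p of 0.05 or less in limma, and 3 passed when adjusted over the list alone. RPLP0, the reference gene of the qRT-PCR, had a gain effect of 0.14 (standard error 0.22, exact permutation p = 0.534) on the arrays.

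**Figure D3:**
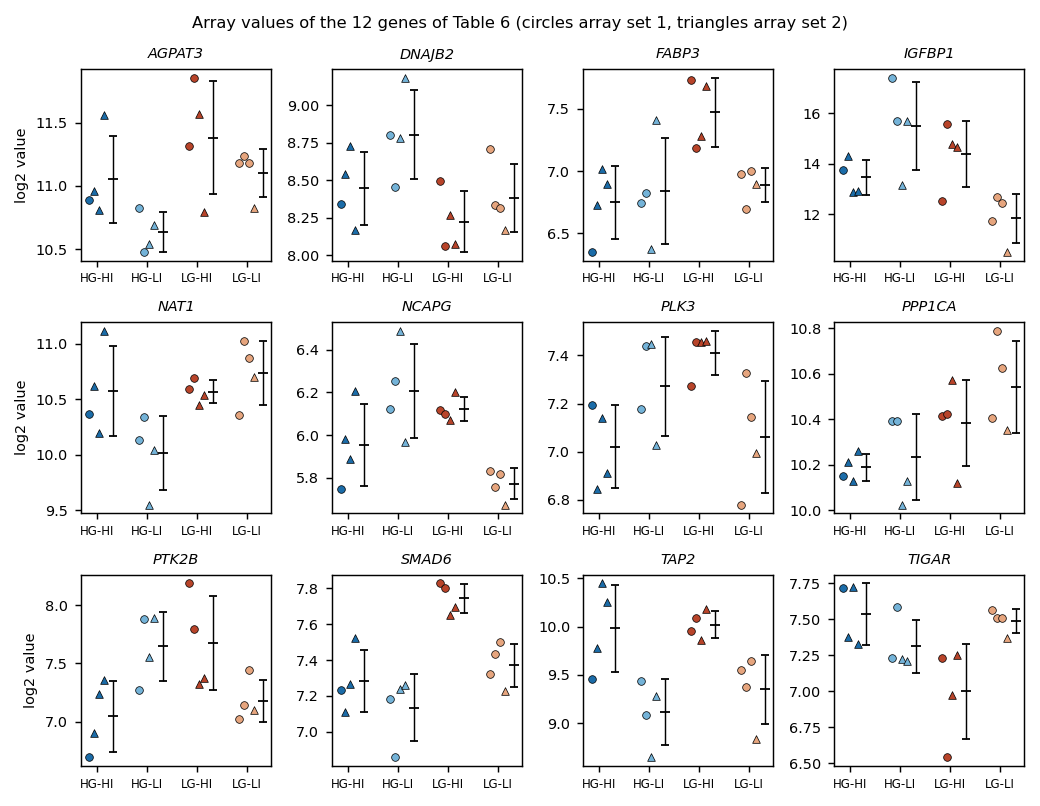
Array values (log2, vertical axes, which do not start at 0) of the 12 genes of Table 6 for each steer in the high gain-high intake (HG-HI), high gain-low intake (HG-LI), low gain-high intake (LG-HI) and low gain-low intake (LG-LI) groups. Circles are array set 1, triangles array set 2, and bars the mean ± SD of 4 steers. IGFBP1 spans the widest range, with group means from 11.84 to 15.48.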

Three of the genes were significantly associated with the phenotypes tested (*P* < 0.1), and 7 of the 12 genes showed qRT-PCR expression patterns consistent with the microarray data (Table 6).

**Table 6:** Microarray and qRT-PCR expression of genes chosen for validation

	qRT-PCR				Microarray			
	Group X^a^	Group Y^a^	Fold change^b^	Nominal P value	Group X^a^	Group Y^a^	Fold change^b^	Nominal P value
*AGPAT3*	0.039	0.099	1.15	0.53	10.63	11.38	1.68	0.03
*DNAJB2*	0.094	−0.099	−1.56	0.64	8.8	8.22	−1.49	0.04
*FABP3*	−0.32	−0.019	2.00	0.008	6.75	7.47	1.65	0.02
*IGFBP1*	0.12	−0.37	−3.09	0.29	15.48	11.84	−12.47	0.009
*NAT1*	−0.49	−0.31	1.51	0.54	10.02	10.74	1.65	0.03
*NCAPG*	0.67	0.26	−2.57	0.59	6.21	5.77	−1.36	0.008
*PLK3*	−0.18	−0.02	1.45	0.06	7.02	7.41	1.31	0.03
*PPP1CA*	−0.021	0.1	1.32	0.37	10.19	10.54	1.27	0.05
*PTK2B*	0.054	−0.16	−1.64	0.18	7.05	7.67	1.54	0.03
*SMAD6*	0.16	0.11	−1.12	0.15	7.13	7.74	1.53	0.001
*TAP2*	0.12	0.26	1.38	0.39	9.11	10.02	1.88	0.005
*TIGAR*	−0.18	0.09	1.86	0.09	7.54	7	−1.45	0.02

^a^For *AGPAT3*, *DNAJB2, SMAD6,* and *TAP2,* Group X was high gain-low intake and Group Y was low gain-high intake. *FABP3, PTK2B, PLK3*, and *TIGAR* had high gain-high intake (Group X) and low gain-high intake (Group Y). *IGFPB1, NAT1,* and *NCAPG* had high gain-low intake (Group X) and low gain-low intake (Group Y). *PPP1CA* had high gain-high intake (Group X) and low gain-low intake (Group Y)

^b^Expression of Groups X and Y (the groups with the greatest differential expression) were compared to determine fold change for each gene

## Discussion

The purpose of this study was to determine whether DE genes in the liver contribute to variation in gain and feed intake in beef steers. In total, 729 genes were identified as differentially expressed in the liver. Although the individual genes identified as differentially expressed did not pass FDR, they were over-represented among pathways and gene functions. Moreover, the pathways and processes found by analyzing our DE genes are similar to other transcriptomic studies, suggesting that these results have biological relevance. It is likely that these genes did not pass FDR due to a small sample size (n = 16) of 4 animals/phenotypic group or due to the large number of breeds represented in the study. These data could be used for further analysis with additional data from other tissue types from these same animals or as part of a meta-analysis with similar data from other populations of cattle.

Similar “transport” processes and functions were identified as over-represented among the differentially expressed genes by PANTHER for both biological and molecular function tests suggesting that transportation or movement of substances within or among cells is associated with gain and intake in the liver of beef cattle. This is supported by the RFI study conducted by Chen et al. [8] with Angus bulls. They found an up-regulation of extracellular matrix genes and genes involved in cell movement and organization in the low RFI bulls. Chen et al. [8] suggest that the up-regulation of genes involved in transportation suggests greater cellular proliferation and growth in the low RFI animals, compared to the high RFI animals. 

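SLC2A10, a glucose transporter, had a gain effect of -0.65 (standard error 0.20, -0.76 and -0.39 within array sets 1 and 2, exact permutation p = 0.00668), SLC25A44, a mitochondrial carrier, one of -0.56 (standard error 0.16, -0.61 and -0.44 within array sets 1 and 2, exact permutation p = 0.00326), and SLC38A7, an amino acid transporter, one of -0.46 (standard error 0.15, -0.50 and -0.40 within array sets 1 and 2, exact permutation p = 0.00715). SLC66A3 was highest in the low gain-high intake group at 7.01 ± 0.31 and lowest in the high gain-low intake group at 6.39 ± 0.11 (log2 value, SD, n = 4, exact permutation p = 0.000273 over the 4 groups), with 1 high gain-low intake steer at 6.23 apart from its group. SLC35D2, a nucleotide sugar transporter, and SLC44A3, of the choline transporter-like family, were lowest in the high gain-low intake group, at 10.79 ± 0.15 and 7.42 ± 0.16 (exact permutation p = 0.00798 and 0.0133). Of 343 solute carriers, 11 had an unadjusted p of 0.05 or less over the 4 groups in limma, beside 6.34 given by the share among all named genes (adjusted p = 0.311 by Fisher's exact test over 56 lists), and 19 in the ordinary F of the study's methods, beside 9.35 (adjusted p = 0.034). None passed when adjusted over the list alone. The ordinary F is the test of Table S2, which was at hand when the list was set. Its count of solute carriers is therefore not independent evidence. The gain effect was at an unadjusted p of 0.05 or less in 24 solute carriers, 4 higher and 20 lower at high gain (5 higher and 18 lower after quantile normalization, 7 higher and 14 lower after median subtraction, and 4 higher and 19 lower with the array set as a block). Over the whole list the gain effect gave adjusted p = 0.434 by camera and adjusted p = 0.985 with an estimated correlation, and among all transcript clusters 613 of 932 at the unadjusted threshold were lower at high gain, but 538 of 1404 with the array set as a block. The intake effect was at that threshold in 15 solute carriers, 10 higher and 5 lower at high intake. Among 42 collagens, 0 had an unadjusted p of 0.05 or less over the 4 groups in limma and 1 in the ordinary F, COL4A2, a basement membrane collagen, at 8.81 ± 0.06 in the low gain-high intake group and 9.04 to 9.07 in the others (exact permutation p = 0.0107), with 1 low gain-low intake steer at 9.24. COL4A4 had 2 transcript clusters, averaged in the list, of which 1 was lowest in the low gain-low intake group at 5.43 ± 0.35 (exact permutation p = 0.0114) and the other had a limma p of 0.635. Of 116 laminins, ADAMTS proteases and other matrix genes, 1 had an unadjusted p of 0.05 or less in limma, beside 2.14, with 0 adjusted over the list alone and 3 with the array set as a block, beside 4.11. The 1 gene was ADAMTS5, a protease of the matrix, at 10.08 ± 0.08 in the low gain-low intake and 8.99 ± 0.53 in the high gain-low intake group (exact permutation p = 0.0352).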

Similar gene families, such as solute carrier family genes and collagen genes, were identified by both Chen et al. [8] and this study. The pathways identified by IPA were representative of immune response, suggesting that cellular stress may have impacted the growth of the steers. For example, the proteasome ubiquitination pathway marks proteins for degradation by binding them to ubiquitin, and has been shown to be important for cellular growth, as well as immune function. The proteasome removes damaged proteins, and cleaves some proteins to active forms that may influence transcriptional regulation or other processes, such as inflammation. Further, the proteasome cleaves proteins for MHC-I antigen presentation and degrades some antigens during an immune response [17]. The *TAP2* codes for a transmembrane transporter located in the endoplasmic reticulum that functions with *TAP1* to move MHC I peptides into the ER. It is up-regulated by IFN-beta, TNF-alpha, and IFN-gamma [18]. 

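TAP2, a subunit of the transporter that moves peptides into the endoplasmic reticulum for MHC class I, was 9.99 ± 0.45 in the high gain-high intake and 10.02 ± 0.14 in the low gain-high intake group, against 9.11 ± 0.34 in the high gain-low intake and 9.35 ± 0.36 in the low gain-low intake group (log2 value, SD, n = 4). The intake effect was 0.77 (standard error 0.17, exact permutation p = 0.000466), 0.35 within array set 1 and 1.19 within set 2. The partner subunit TAP1 had an intake effect of 0.32 (standard error 0.21, 0.20 and 0.33 within array sets 1 and 2, exact permutation p = 0.193). Of 19 genes of MHC class I antigen presentation, 1, which is TAP2, had an unadjusted p of 0.05 or less for intake in limma and also passed when adjusted over the list alone. It was also the 1 gene of the list at that threshold over the 4 groups, beside 0.351 given by the share among all named genes. Across the list, 7 of 19 genes were higher at high intake, but 13 after quantile normalization, 12 after median subtraction and 13 with the array set as a block (median -0.01 as deposited, adjusted p = 0.559 by camera, and adjusted p = 0.982 with an estimated correlation). Of 34 interferon-stimulated genes, 0 had an unadjusted p of 0.05 or less for intake and 15 were higher at high intake, with 17, 17 and 28 in these settings (median -0.04 as deposited, adjusted p = 0.948 by camera, and adjusted p = 0.982 with an estimated correlation).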

In this study, *TAP2* was up-regulated among the animals with high intake. 

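PSMA1, a subunit of the core particle of the proteasome, was 10.95 ± 0.18 in the high gain-high intake and 10.84 ± 0.27 in the low gain-low intake group, against 10.46 ± 0.36 in the high gain-low intake and 10.58 ± 0.16 in the low gain-high intake group (log2 value, SD, n = 4), an interaction of 0.75 (standard error 0.28, 0.75 and 0.50 within array sets 1 and 2, exact permutation p = 0.00606), with 1 high gain-high intake steer at 10.7 apart from its group. The interaction was 0.62 (standard error 0.24, 0.44 and 0.88 within array sets 1 and 2, exact permutation p = 0.00793) for PSMB5, a catalytic subunit, and 0.50 (standard error 0.23, 0.42 and 0.69 within array sets 1 and 2, exact permutation p = 0.0162) for PSMD2, a subunit of the regulatory particle. Of 47 proteasome genes, 42 had a positive interaction (median 0.30, adjusted p = 2.90e-08 by camera, and adjusted p = 0.557 with an estimated correlation), 3 of them at an unadjusted p of 0.05 or less and 0 when adjusted over the list alone. After quantile normalization 38 were positive, with 0 at the unadjusted threshold. Markers of cell types also had an interaction, positive in 18 of 20 of hepatocytes (adjusted p = 0.00964 by camera, and adjusted p = 0.695 with an estimated correlation) and in 6 of 24 of T and NK cells (adjusted p = 0.00285 by camera, and adjusted p = 0.681 with an estimated correlation). For hepatocytes the adjusted p at the preset correlation was above 0.05 without any 1 of 6 steers, up to 0.154 without high gain-low intake steer 20133045, and for T and NK cells it was 0.0717 without high gain-high intake steer 20133015 and 0.0861 without low gain-high intake steer 20133062. The mean of the proteasome list, relative to all 16 steers, was 0.04 ± 0.15 in the high gain-high intake, -0.09 ± 0.14 in the high gain-low intake, -0.06 ± 0.27 in the low gain-high intake and 0.11 ± 0.22 in the low gain-low intake group (exact permutation p = 0.13 for the interaction, and 0.0371 when steers were exchanged within array sets). Over the 4 groups 2 of 47 had an unadjusted p of 0.05 or less, beside 0.869 given by the share among all named genes, namely PSMD5 and PSMF1, an inhibitor of the proteasome, which was 11.05 ± 0.20 in the low gain-high intake and 10.13 ± 0.29 in the high gain-low intake group (exact permutation p = 0.0476). Of 46 ubiquitin proteases 1 did, beside 0.85, and 5 with the array set as a block, beside 1.63, with 0 adjusted over either list alone. Of 40 genes of the oxidative stress response, 0 had an unadjusted p of 0.05 or less over the 4 groups in limma or in the ordinary F of the study's methods, and 1 with the array set as a block. PRDX3, a mitochondrial peroxiredoxin, was 14.98 ± 0.61 in the high gain-high intake, 14.03 ± 0.57 in the high gain-low intake, 15.01 ± 0.37 in the low gain-high intake and 14.89 ± 0.80 in the low gain-low intake group (exact permutation p = 0.119). MT2A, a metallothionein, was 16.00 ± 1.59 and 12.85 ± 2.05 in the high gain-high intake and low gain-low intake groups (exact permutation p = 0.159 over the 4 groups, and 0.109 when steers were exchanged within array sets). The mean of this list was 0.03 ± 0.14 in the high gain-high intake, 0.00 ± 0.05 in the high gain-low intake, -0.05 ± 0.25 in the low gain-high intake and 0.02 ± 0.19 in the low gain-low intake group (exact permutation p = 0.92). Its interaction was positive in 25 of 40 (median 0.20, adjusted p = 0.0431 by camera, and adjusted p = 0.725 with an estimated correlation), and with the array set as a block the adjusted p at the preset correlation was 0.053. With a preset correlation, the adjusted p was above 0.05 without any 1 of 9 steers, up to 0.204 without high gain-high intake steer 20133412.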

We postulated that the high gain–high intake animals were under less oxidative stress, which seems to be supported by the differential expression of components of the protein ubiquitin pathway in this study. This suggests that more efficient animals expend less energy degrading cellular components, and thus are able to utilize that energy for gain.

The selenocysteine biosynthesis pathway and chemokine signaling pathways also imply that the steers’ immune system may impact their gain and intake. Selenocysteine is an amino acid that is incorporated into several proteins that require selenium to function. Some of these proteins play a role in reducing oxidative stress, while others are required for selenium transport or synthesis of other compounds [19]. Chemokines are signaling molecules that recruit leukocytes to sites of infection or injury by binding to G-protein coupled receptors on the plasma membrane and initiating a cascade. These cascades can lead to transcriptional regulation, chemotaxis, or cell polarization, which prepares the cell for movement [20]. Both of these pathways have components related to immune function and were shown to be differentially expressed between the gain and intake phenotypes.

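DIO1, a selenoprotein that activates thyroid hormone, was 16.57 ± 0.57 in the high gain-low intake and 15.53 ± 0.46 in the low gain-low intake group (log2 value, SD, n = 4, exact permutation p = 0.222 over the 4 groups), with 1 low gain-low intake steer at 16.2 apart from its group. GPX4, a peroxidase of lipid peroxides, was 10.99 ± 0.29 in the low gain-low intake group and at most 10.42 ± 0.65 in the others (exact permutation p = 0.257). Of 32 genes of selenocysteine synthesis and selenoproteins, 0 had an unadjusted p of 0.05 or less over the 4 groups in limma and 2 in the ordinary F of the study's methods, beside 0.592 and 0.873 given by the share among all named genes, and 2 with the array set as a block, beside 1.13. Both times the 2 were PSTK and SEPSECS, which the study chose on these arrays, so that these counts are not independent evidence. At high intake 7 of the 32 were higher (median -0.12, adjusted p = 0.213 by camera, and adjusted p = 0.982 with an estimated correlation), and 13 with the array set as a block (median -0.04). CX3CL1, the chemokine fractalkine, was lower in high gain steers, with a gain effect of -0.67 (standard error 0.18, -0.66 and -0.56 within array sets 1 and 2, exact permutation p = 0.00249), at 7.75 ± 0.35 and 7.41 ± 0.43 in the high gain-high intake and high gain-low intake groups against 8.43 ± 0.42 and 8.07 ± 0.17 in the low gain-high intake and low gain-low intake groups. ACKR4, a scavenging chemokine receptor, was 7.49 ± 0.42 in the high gain-low intake group, with 1 steer at 8.12 apart from it, and at least 8.03 ± 0.36 in the others (exact permutation p = 0.0857). CCL1 was 8.07 ± 0.21 in the low gain-high intake group and at most 7.78 ± 0.22 in the others (exact permutation p = 0.0391). Of 54 chemokines and chemokine receptors, 1, which is CX3CL1, had an unadjusted p of 0.05 or less over the 4 groups in limma and 2 in the ordinary F, beside 0.998 and 1.47, and 2 with the array set as a block, beside 1.91. None of either list passed when adjusted over the list alone.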

Some of the genes in the chemokine signaling pathway have been found to have metabolic roles in addition to their immunological roles. For example, *CAMK2* is needed for glucose production, and is activated by glucagon in the liver. Further, it was shown to activate the transcription factor *FOXO*-*1*, which activates transcription of the genes that lead to glucose production (glucose-6-phosphatase and phosphoenolpyruvate carboxykinase). The *CAMK2* may also play a role in obesity through its regulation of glucose production in the liver [21]. The *CAMK2* expression in this study was highest in the high gain–low intake animals.

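CAMK2B, the CAMK2 isoform of Table 5, was 8.03 ± 0.20 in the high gain-low intake group, 7.63 ± 0.18 in the low gain-high intake, 7.53 ± 0.22 in the low gain-low intake and 7.49 ± 0.34 in the high gain-high intake group (log2 value, SD, n = 4, exact permutation p = 0.0306 over the 4 groups). The other isoforms did not pass the unadjusted threshold. CAMK2D was 11.28 ± 0.23 in the high gain-low intake and 11.62 ± 0.22 in the low gain-high intake group (exact permutation p = 0.279), and the exact permutation p was 0.528 for CAMK2A and 0.467 for CAMK2G. The transcription factor FOXO1 was 11.10 ± 0.38 in the high gain-low intake group and 10.66 to 10.89 in the others (exact permutation p = 0.652). Of its target genes in glucose production, G6PC1, the catalytic subunit of glucose-6-phosphatase, was 16.56 ± 0.67 in the high gain-low intake and 17.22 ± 0.87 in the low gain-low intake group (exact permutation p = 0.437), and PCK1, the cytosolic phosphoenolpyruvate carboxykinase, 15.10 to 15.47 in the 4 groups (exact permutation p = 0.967). Of 30 genes of gluconeogenesis and propionate use, 1 had an unadjusted p of 0.05 or less over the 4 groups in limma, beside 0.555 given by the share among all named genes, and 0 when adjusted over the list alone. The 1 gene was SLC25A11, the mitochondrial carrier of 2-oxoglutarate and malate, lowest in the high gain-low intake group at 10.34 ± 0.19 (exact permutation p = 0.0337), with 1 steer of that group at 10.6 and 1 high gain-high intake steer at 11.6 apart from the rest. At high gain 5 of the 30 were higher (median -0.19, adjusted p = 0.018 by camera, and adjusted p = 0.985 with an estimated correlation), and 11 with the array set as a block (median -0.10). At the preset correlation, the adjusted p was above 0.05 without any 1 of 5 steers, up to 0.177 without high gain-low intake steer 20133110.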

The inclusion of distiller’s grains with solubles resulted in a diet that exceeded the minimum protein level recommended for growing cattle. Since the liver is the primary site of catabolism of excess amino acids, and is the primary site of ureagenesis, elevated protein potentially could result in an increase in expression of genes associated with those metabolic processes. However, we did not detect genes involved in ureagenesis as differentially expressed between animals with high and low intake in this study.

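CPS1, OTC, ASS1, ASL and ARG1, the 5 enzymes of the urea cycle, had intake effects of -0.23 (standard error 0.20), -0.04 (0.25), -0.48 (0.31), -0.42 (0.40) and -0.24 (0.42) on the log2 scale, 8 steers against 8. Their exact permutation p-values were 0.306, 0.877, 0.171, 0.349 and 0.598. ARG2, the mitochondrial arginase, was 0.11 (standard error 0.15, exact permutation p = 0.441), NAGS, which makes the activator of CPS1, -0.13 (standard error 0.22, exact permutation p = 0.577), and the mitochondrial carriers SLC25A15 and SLC25A13 both -0.02 (exact permutation p = 0.97 and 0.94). SLC25A2, a further carrier of the list, with group means of 5.27 to 5.65, had 0.09 (standard error 0.17, exact permutation p = 0.595), and -0.000625 without high gain-low intake steer 20133697. All of these differences lay within 2 standard errors of 0. Of the 10 genes of the list, 0 had an unadjusted p of 0.05 or less for intake or over the 4 groups in limma or in the ordinary F of the study's methods. The mean of the list was lower by 0.137 at high intake (standard error 0.218, exact permutation p = 0.562), and lower by 0.0479 with the array set as a block. Of its genes 2 were higher at high intake, 6 after quantile normalization and 5 with the array set as a block. The sign of the small differences of OTC, SLC25A15 and SLC25A13 turned with the array set as a block, to 0.10, 0.08 and 0.09, and with 1 high gain-high intake steer, 20133390, left out, which had the lowest value of its group for these 3 genes (15.7, 12.1 and 12.7). Without that steer the signs of ARG1 and NAGS turned as well, to 0.07 and 0.0057, and that of the list mean, to 0.0411. Of 54 genes of amino acid catabolism, 0 had an unadjusted p of 0.05 or less for intake, and 1 over the 4 groups, beside 0.998 given by the share among all named genes, with 0 adjusted over the list alone. That gene, CSAD, an enzyme of taurine synthesis, was 10.16 ± 0.94 in the low gain-low intake and 8.80 ± 0.45 in the high gain-low intake group (SD, n = 4, exact permutation p = 0.0336), with 1 high gain-high intake steer at 9.50 apart from its group. KYNU, an enzyme of tryptophan breakdown, was 13.01 ± 0.27 in the low gain-high intake and 12.22 ± 0.50 in the high gain-low intake group, where 1 steer lay at 13.0 (exact permutation p = 0.135).

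**Figure D4:**
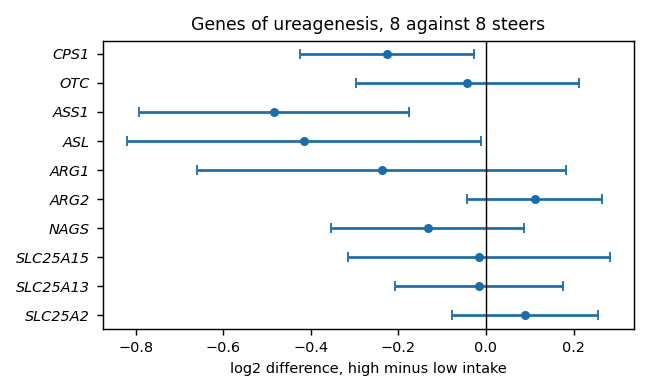
Points are the log2 difference of high minus low intake steers (horizontal axis, 8 against 8) for the 10 genes of ureagenesis (vertical axis), and bars are ± 1 standard error from limma. The vertical line marks no difference, and the points lie between -0.48 for ASS1 and 0.11 for ARG2.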

Other transcriptome studies of cattle liver have found immune response to play a role in feed efficiency. Connor et al. [22] conducted a feed restriction study followed by ad libitum feeding study with black angus steers to study differential expression in the liver. Genes involved in cell proliferation were lower in transcript abundance during the restriction period, and cytokinesis, inflammation, and oxidative stress were higher in transcript abundance after the ad libitum feeding [22]. Paradis et al. [23] used RNA sequencing to identify differentially expressed genes in liver biopsies from beef replacement heifers with low or high RFI adjusted to backfat thickness. They found seven DE genes, five of which are regulated by interferon signaling. They also used qRT-PCR to identify DE genes and identified genes that play a role in oxidative stress and detoxification. These results showed that more efficient heifers may have an improved response to inflammation and may expend less energy combating pathogens than high RFI heifers [23]. Chen et al. [8] saw a down-regulation of genes involved in inflammation and oxidative stress in high feed efficiency Angus bulls, and an up-regulation of those genes in the low efficiency bulls [8].

## Conclusions

In conclusion, this study utilized microarray to identify processes that may impact gain and feed intake in beef cattle. While our results did not pass multiple testing correction, they suggested that immune response and oxidative stress play a role in feed efficiency. The proteasome ubiquitination pathway and chemokine pathways were over-represented by our DE genes, underscoring potential immune functions that underlie some of the variation in gain and intake.

## Additional files

**Additional file 1: Table S1.** Forward and reverse primers for qRT-PCR validation. Sequences of oligonucleotides designed for qRT-PCR validation of differentially expressed genes. Table also includes GenBank ID used for primer design, length of primers and expected amplicon size (bp).

**Additional file 2: Table S2.** Differentially expressed genes in steer liver. LSMEANS by phenotypic quadrant, nominal P values and FDR p values are presented. Table includes the list of differentially expressed genes with nominal P < 0.05.

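Each line of Table S2 holds 1 transcript cluster, with the mean log2 value of each of the 4 groups (LSMEANS), the nominal P of the test with 3 degrees of freedom and an FDR value. All 729 transcript clusters were found among the 26773 deposited, and the group means of the deposited values differed from the LSMEANS by at most 5e-05. The ordinary F of the study's methods gave P-values within 0.00046% of those of the table and the same 729 transcript clusters at an unadjusted p of 0.05 or less, 449 of them with a gene symbol in the table. In limma's moderated F, 438 of the 729 had an unadjusted p of 0.05 or less, and 489 with the array set as a block. As an example from the deposited values, UCHL1, a ubiquitin hydrolase with a line in Table S2, was 6.38 ± 0.26 in the high gain-high intake, 6.499 ± 0.23 in the high gain-low intake, 6.87 ± 0.20 in the low gain-high intake and 6.59 ± 0.08 in the low gain-low intake group (SD, n = 4, exact permutation p = 0.0277), with 1 high gain-high intake steer at 5.99 apart from its group.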

## Abbreviations

DE: differentially expressed
ER: endoplasmic reticulum
FDR: false discovery rate
IPA: ingenuity pathway analysis
qRT-PCR: quantitative real time polymerase chain reaction
PANTHER: Protein Analysis through Evolutionary Relationships
PCR: polymerase chain reaction
RFI: residual feed intake
RIN: RNA integrity number

# Supplementary material for: Differential expression of genes related to gain and intake in the liver of beef cattle
**Source:** BMC Res Notes. 2017 Jan 3;10:1. doi: 10.1186/s13104-016-2345-3
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Forward and reverse primers for qRT-PCR validation. Sequences of oligonucleotides designed for qRT-PCR validation of differentially expressed genes. Table also includes GenBank ID used for primer design, length of primers and expected amplicon size (bp).

| Supplementary Table 1. | | | | | |
| --- | --- | --- | --- | --- | --- |
| Forward and reverse primers for qRT-PCR validation. | | | | | |
| Gene | Name | RefSeq number | Primer Sequence 5'-3' | Primer length | Product length |
| *AGPAT3* | 1-acyl-sn-glycerol-3-phosphate acyltransferase gamma | NM_001038046 | gacttcctctgtgggtggac | 20 | 96 |
|  |  |  | gatgaggggcacgtagagc | 19 |  |
| *DNAJB2* | dnaJ homolog subfamily B member 2 | NM_001034592 | acctctatggccgggaag | 18 | 90 |
|  |  |  | aggtgaaggtgaagccaggt | 20 |  |
| *FABP3* | fatty acid binding protein 3 | NM_174313.2 | ctcttctgccagtgggctac | 20 | 101 |
|  |  |  | caggagaatttccccagtca | 20 |  |
| *IGFBP1* | insulin-like growth factor-binding protein 1 precursor | NM_174554 | gagagcttgagggctcttga | 20 | 96 |
|  |  |  | ctccctggctaatctgtcca | 20 |  |
| *NAT1* | arylamine N-acetyltransferase 1 | NM_001075572 | ttggaaaagaccctgatgct | 20 | 99 |
|  |  |  | ttgtccatcgcattgatgat | 20 |  |
| *NCAPG* | non-SMC condensin I complex subunit G | NM_001102376.2 | aggatacaggcagttcttgctc | 22 | 127 |
|  |  |  | ataacactgcccgcctaactt | 21 |  |
| *PLK3* | serine/threonine-protein kinase PLK3 | NM_001075153 | actatgtggccccagaagtg | 20 | 102 |
|  |  |  | ggggactcccacatagcag | 19 |  |
| *PPP1CA* | serine/threonine-protein phosphatase PP1-alpha catalytic subunit | NM_001035316 | gcatgacctggacctcatct | 20 | 105 |
|  |  |  | cagtagttgggggctgaaaa | 20 |  |
| *PTK2B* | protein-tyrosine kinase 2-beta | NM_001102252 | actgtggacctggtcattgg | 20 | 109 |
|  |  |  | ggaggcatctgatggacttg | 20 |  |
| *SMAD6* | mothers against decapentaplegic homolog 6 | NM_001206145 | caccccatcttcgtcaactc | 20 | 103 |
|  |  |  | cgaagtcgaacaccttgatg | 20 |  |
| *TAP2* | antigen peptide transporter 2 | NM_174222 | tattttggccgtgtgattga | 20 | 106 |
|  |  |  | cacacagagagctcccaaca | 20 |  |
| *TIGAR* | fructose-2,6-bisphosphatase TIGAR | NM_001076370 | gcatgggattttggagaaga | 20 | 92 |
|  |  |  | cttctgcaaccccatatttc | 20 |  |

How the deposited data were processed for this re-analysis (not part of the article)

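Liver RNA of 16 crossbred steers was measured on Affymetrix bovine gene arrays, with 4 steers in each of the high gain-high intake, high gain-low intake, low gain-high intake and low gain-low intake groups. The log2 values were computed by the authors, who normalized the arrays in Affymetrix Expression Console (GC count normalization, Signal Space Transformation and RMA) and deposited 1 table of 26773 transcript clusters, whose 16 columns of steers were all used as deposited. Raw scanner files were not used here. RNA integrity, harvest day and breed are not labelled per steer in the sources used here and were not modelled. The paper lists breed shares by group, and they differ between the groups.

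Transcript clusters were paired with gene symbols through the array annotation, with the symbol updated by Entrez ID where that was found in RefSeq. Of the 18790 with 1 symbol, 18003 had an Entrez ID found in RefSeq and 641 had none. A further 385 had several symbols, of which 4 were named by Table S2, and 7598 had none. Of the 18448 gene symbols, 320 had more than 1 transcript cluster, which were averaged for gene lists and given separately for named genes.

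Models were fitted in R 4.3.3 with limma 3.58.1, with 1 mean per group, a moderated F with 3 numerator degrees of freedom, and contrasts for gain, intake and their interaction. The prior degrees of freedom were 3.71. A call was an adjusted p below 0.05 by the Benjamini-Hochberg method, and counts are also given at the study's unadjusted p of 0.05 or less. Exact permutation tests, two-sided, were run with numpy 2.4.6 under Python 3.11.15, and figures drawn with matplotlib 3.10.9. The tests shared 1 estimate of the spread over all 4 groups.

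Gene lists (56 in all) were compared by camera with a preset correlation of 0.01 between genes, and by Fisher's exact test of their members at the unadjusted threshold against all gene symbols with a value, adjusted over the 56 lists. Lists of Tables 5 and 6 hold genes that the study chose on these arrays and are not independent evidence, and the others were set before the deposited values were examined but with Table S2, which holds results of these arrays, at hand. Some of the others also hold genes of Tables 5 and 6, so that their counts are in part not independent evidence either. Genes that the text could name were set by a rule, and part of them are described: those the study names for its arrays, the 10 with the smallest p over the 4 groups, the 10 with the largest difference per contrast among those at an unadjusted p of 0.05 or less, all members of the urea cycle list, and up to 4 members per other list with the smallest p. Values of genes in Tables 5, 6 and S2 had been seen in the study. Genes without a name in the annotation used here are not reported here.

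The fits were tested on simulated data, in which 200 transcript clusters were changed. Normal noise was drawn independently for each transcript cluster at its own spread, without array sets or correlation between genes. Over the 4 groups the change was a shift of 1 group, and otherwise it was the size of the contrast. The rates below are therefore not those of the real arrays. At a log2 change of 1, limma gave an unadjusted p of 0.05 or less to 85.1% of the changed transcript clusters over the 4 groups, 89.6% for gain, 97% for intake and 71.6% for the interaction, against 5.21%, 5.06%, 4.84% and 5.18% of the unchanged ones. Adjusted calls at that change numbered 22, 45, 47 and 3 of 67.

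Alternatives set before the data were examined were the ordinary F of the study's methods, a prior with trend and robust estimation, quantile normalization, median subtraction, a floor at the 25th percentile, transcript clusters with a mean below the median left out, transcript clusters with 1 symbol only, array weights, 1 or 2 residual components as covariates, an additive model, the transcript cluster with the highest mean per gene, only the 8 steers of a pair of groups, camera with an estimated correlation, exact permutation of list means, and each steer left out in turn. The array set as a block, alone or with an estimated correlation, and permutation within array sets were added after seeing the data. PANTHER and Ingenuity Pathway Analysis were not run, and of the qRT-PCR only the folds printed in Table 6 were used.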

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

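The tests of explanations for the 3 weighed patterns and the comparison of the array sets were chosen after the result was seen. The search for single steers and the interaction tests were set before the data were examined.

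Small p-values over the 4 groups were fewer than a uniform spread gives, with 624 transcript clusters at an unadjusted p of 0.05 or less against 1339. Other free splits of the steers gave a median of 907 and a lowest count of 442. With splits within array sets and the set as a block the median was 1213 and the lowest 760. The shortage thus lies within what other groupings of the same steers gave. With the array set as a block there were 1111, more than 1.5 times as many, so that a difference between the array sets within groups is a candidate explanation of part of the shortage. Without low gain-low intake steer 20133403 the number was 945, also more than 1.5 times as many. That steer is the only array of set 2 in its group, so that leaving it out also removes the set difference within that group. One array apart from the rest therefore cannot be told apart from the array sets here. Neither 1111 nor 945 reached the number of a uniform spread. Fits that set array weights or covariates from the variation within groups passed it, with 1597 under array weights, 1883 under the first residual component and 2479 under the first 2. The components are taken from residuals around the group means, so that group differences stay the same while the residual spread falls. Their higher counts are thus largely built in, and the array weights are estimated from the same arrays. These fits do not explain the shortage. A split by whole harvest days is argued against. The paper harvested 1 steer of each group per day, whereas set 1 held 1 high gain-high intake and 3 low gain-low intake steers. What else made the sets differ stays open, because no label of the steers or arrays names them, and no biological explanation was tested.

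The mean of the heat shock chaperones was higher in high gain steers by 0.218 (log2, standard error 0.151, 8 against 8 steers). That of the smooth muscle markers was also higher, by 0.235 (standard error 0.147), and a different share of cell types was not tested for this pattern. An uneven share of the array sets between high and low gain is argued against, since the difference was 0.283 (standard error 0.144) with the array set in the model. A single steer stays open: without high gain-high intake steer 20133015 the difference was 0.146, lower than the full one by less than its standard error. Gain itself, as the design's biological explanation, stays open beside it. Breed shares, which the paper lists by group, also differed between the groups and cannot be told apart from gain here.

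The mean of the cholesterol synthesis genes had an interaction of 0.895 (log2, standard error 0.464). Relative to all 16 steers it was -0.05 ± 0.55 in the high gain-high intake, -0.08 ± 0.37 in the high gain-low intake, -0.37 ± 0.41 in the low gain-high intake and 0.50 ± 0.50 in the low gain-low intake group (SD, n = 4), so that the 2 low gain groups held the highest and the lowest mean. A different share of hepatocytes stays open. The mean of the hepatocyte markers had an interaction of 0.251 (standard error 0.256) and 18 of 20 were positive. Their median level of 20.94 lies near the highest values of the arrays, where a change of share could be hidden, which was not tested. Periportal and pericentral markers, at median levels of 15.27 and 11.05, had interactions of 0.028 (standard error 0.364) and 0.111 (standard error 0.34), lower than that of the cholesterol genes by 0.867 (standard error 0.538) and 0.784 (standard error 0.533). Both differences are below 2 standard errors. A single steer stays open, with 0.65 without low gain-low intake steer 20133179. Gain and intake together, as the design's biological explanation, stay open and untested beyond this. Breed shares also differed between the groups in the paper and cannot be told apart from them here.

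A difference between the 2 array sets, which the study does not describe, was seen in 7985 transcript clusters at an adjusted p below 0.05 with group in the model. The sets were split on the array medians of these same values, so that the count is not independent evidence.

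Single steers lay apart from the other 3 of their group in 43 of 708 groups of values tested, where chance gives 35.4. Among genes these were, with the log2 value of the steer, high gain-low intake steer 20133045 (ACKR4 8.12, KYNU 12.96), low gain-low intake steer 20133403 (AGPAT3 10.82), high gain-low intake steer 20133110 (ATP13A2 7.56, DNAJC16 9.78, TIGAR 7.59), low gain-high intake steer 20133452 (CCNE2 7.70), low gain-high intake steer 20133062 (CD1A 7.08, HMGCS1 16.93, PLK3 7.27), low gain-high intake steer 20133327 (CLEC1B 9.54), low gain-low intake steer 20133181 (COL4A2 9.23, DIO1 16.22), high gain-high intake steer 20133412 (CSAD 9.50, SLC25A11 11.55), high gain-high intake steer 20133390 (FETUB 10.08, OTC 15.72, SLC25A13 12.71, SLC25A15 12.05), high gain-low intake steer 20133697 (HMGCS1 17.04, SKP1 14.38, SLC66A3 6.23), low gain-high intake steer 20133173 (MAGOHB 7.304, MT1A 18.34, P2RX3 6.67, TRAPPC10 9.59), high gain-high intake steer 20133356 (P2RX3 6.99, TRAPPC10 8.59), high gain-high intake steer 20133015 (PSMA1 10.69, UCHL1 5.99), low gain-low intake steer 20133179 (PSMD5 9.86, SQLE 16.43) and high gain-low intake steer 20133337 (SLC25A11 10.63). Among means of gene lists they were Table 6 genes (low gain-high intake steer 20133173, 0.322), proteasome subunits (high gain-low intake steer 20133045, 0.123), ubiquitin proteases (high gain-high intake steer 20133015, 0.119), ubiquitin proteases (low gain-low intake steer 20133403, -0.308), MHC class I (low gain-low intake steer 20133403, -0.224), chemokines (low gain-low intake steer 20133403, -0.206), glycolysis (low gain-low intake steer 20133403, -0.304), vesicle traffic (low gain-low intake steer 20133403, -0.186), nuclear transport (high gain-high intake steer 20133015, 0.147) and nuclear transport (low gain-low intake steer 20133403, -0.216). Low gain-low intake steer 20133403, the only array of set 2 in its group, accounted for 7 of the 43.

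Differences of the gain effect between high and low intake (the interaction) passed camera with a preset correlation for 18 of the 56 lists, with an adjusted p of 0.042 for Table 6 genes, 2.90e-08 for proteasome subunits, 0.0295 for interferon-stimulated genes, 0.042 for acute phase response, 0.0431 for oxidative stress, 0.0295 for amino acid catabolism, 0.0295 for gluconeogenesis, 1.70e-10 for cholesterol synthesis, 0.0167 for ion channels, 0.00218 for vesicle traffic, 0.0432 for nuclear transport, 0.00218 for mitosis, 0.0092 for olfactory receptors, 5.18e-07 for immediate early genes, 2.61e-06 for respiratory chain, 0.00964 for hepatocytes, 0.00285 for T and NK cells and 0.0432 for stellate cells. With an estimated correlation none of the 18 had an adjusted p below 0.05, and the lowest was 0.557. The sign of the list mean interaction went with signal level. Among the 18, negative lists had median levels of 5.786 (olfactory receptors) to 7.925 (Table 6 genes). Positive lists had 8.608 (nuclear transport) to 20.94 (hepatocytes). Fewer lists were called with transcript clusters of a mean below the median left out, and camera was not run on rescaled arrays. A change particular to these lists was therefore not separated from a shift with signal level.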

How the results depend on the processing

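The array set as a block and permutations within array sets were chosen after the result was seen, and the other alternatives were not. No paired analysis was possible because no label pairs the steers of different groups. The cause of the changes below was not tested, except that fewer transcript clusters or steers were tested where this is stated. A floor, a trend and robust prior, an additive model, the transcript cluster with the highest mean per gene and only the 8 steers of a pair moved no count by more than 1.5 times and reversed no call beyond those listed.

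With transcript clusters of a mean below the median left out, fewer being tested, the counts were 275 (4-group difference), 453 (gain effect), 327 (intake effect), 294 (gain by intake interaction) and 196 (the study's 729 transcript clusters). The number of lists called was 6 for interaction. Interaction lists came to adjusted p-values of 0.384 (Table 6 genes), 0.22 (interferon-stimulated genes, hepatocytes), 0.505 (acute phase response, oxidative stress), 0.588 (amino acid catabolism), 0.484 (gluconeogenesis), 0.852 (ion channels), 0.0588 (vesicle traffic), 0.639 (nuclear transport), 0.25 (mitosis), 0.287 (olfactory receptors) and 0.49 (stellate cells). The members at an unadjusted p of 0.05 or less over the 4 groups numbered, by list, glycogen 1, ion channels 1, nuclear transport 0, cytoskeleton 3 and olfactory receptors 3.

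With only the transcript clusters with 1 gene symbol, fewer being tested, the counts were 402 (4-group difference), 478 (intake effect) and 279 (the study's 729 transcript clusters).

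With array weights, the counts were 1597 (4-group difference), 2243 (gain effect) and 1452 (intake effect). The intake difference turned positive for SLC25A15 0.0564 and SLC25A13 0.0118.

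With the first residual component as a covariate, the counts were 1883 (4-group difference), 1925 (gain effect), 2007 (intake effect) and 1384 (gain by intake interaction).

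With the first 2 residual components as covariates, the counts were 2479 (4-group difference), 2280 (gain effect), 2345 (intake effect), 1688 (gain by intake interaction) and 5 (4-group difference, adjusted p < 0.05). Taken from residuals around the group means, these components lower the residual spread but leave the group differences unchanged, so that higher counts are largely built in.

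With the array set as a block, chosen after seeing the data, the counts were 1111 (4-group difference), 1404 (gain effect) and 1322 (gain by intake interaction). Lists for intake took adjusted p-values of 0.112 (Table 6 genes). Interaction lists took adjusted p-values of 0.0739 (Table 6 genes), 0.053 (oxidative stress) and 0.0734 (stellate cells). The members at an unadjusted p of 0.05 or less over the 4 groups numbered, by list, Table 5 selenocysteine genes 2, ubiquitin proteases 5, chemokines 2, selenoproteins 2, oxidative stress 1, ion channels 5, nuclear transport 6, mitosis 8, cytoskeleton 12, other matrix genes 3 and olfactory receptors 48. The intake difference turned positive for OTC 0.103, SLC25A15 0.0784 and SLC25A13 0.0913.

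In the ordinary F of the study's methods, the counts were 729 (the study's 729 transcript clusters). The members at an unadjusted p of 0.05 or less over the 4 groups numbered, by list, Table 5 ubiquitination genes 15, Table 5 selenocysteine genes 2, proteasome subunits 4, ubiquitin proteases 4, chemokines 2, selenoproteins 2, glycolysis 2, glycogen 6, solute carriers 19, ion channels 11, nuclear transport 3, cytoskeleton 9, collagens 1 and other matrix genes 6.

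After quantile normalization the intake difference turned positive for CPS1 0.00334, OTC 0.135, SLC25A15 0.0639 and SLC25A13 0.0841.

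After median subtraction the intake difference turned positive for SLC25A15 0.0159 and SLC25A13 0.0146.

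With a floor at the 25th percentile the intake difference was 0, being below the floor, for SLC25A2.

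With an estimated correlation the number of lists called was 0 for gain, 0 for intake and 0 for interaction. For gain the adjusted p was 0.985 (heat shock chaperones, endoplasmic reticulum stress, gluconeogenesis, immediate early genes, ribosomal proteins, smooth muscle). Lists for intake showed adjusted p-values of 0.982 (Table 6 genes, heat shock chaperones, endoplasmic reticulum stress, cholesterol synthesis). Interaction lists showed adjusted p-values of 0.557 (Table 6 genes, proteasome subunits, cholesterol synthesis, immediate early genes), 0.885 (interferon-stimulated genes, amino acid catabolism, nuclear transport), 0.764 (acute phase response, gluconeogenesis, mitosis), 0.725 (oxidative stress, respiratory chain), 0.684 (ion channels, stellate cells), 0.838 (vesicle traffic), 0.681 (olfactory receptors, T and NK cells) and 0.695 (hepatocytes).

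In exact permutation of list means the number of lists called was 0 for gain, 0 for intake and 0 for interaction. For gain the adjusted p then was 0.86 (heat shock chaperones, endoplasmic reticulum stress, gluconeogenesis, immediate early genes, smooth muscle) and 0.895 (ribosomal proteins). Lists for intake then had adjusted p-values of 0.98 (Table 6 genes, heat shock chaperones, endoplasmic reticulum stress, cholesterol synthesis). Interaction lists then had adjusted p-values of 0.331 (Table 6 genes), 0.784 (proteasome subunits, cholesterol synthesis, ion channels, olfactory receptors, immediate early genes, T and NK cells) and 0.983 (interferon-stimulated genes, acute phase response, oxidative stress, amino acid catabolism, gluconeogenesis, vesicle traffic, nuclear transport, mitosis, respiratory chain, hepatocytes, stellate cells).

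With the block and an estimated correlation, both chosen together after seeing the data, the number of lists called was 0 for gain, 0 for intake and 0 for interaction. For gain the adjusted p came to 0.883 (heat shock chaperones, endoplasmic reticulum stress, gluconeogenesis, immediate early genes, ribosomal proteins, smooth muscle). Lists for intake had adjusted p-values of 0.983 (Table 6 genes, heat shock chaperones, endoplasmic reticulum stress, cholesterol synthesis). Interaction lists came to adjusted p-values of 0.44 (Table 6 genes, proteasome subunits, cholesterol synthesis, ion channels, vesicle traffic, nuclear transport, mitosis, immediate early genes), 0.819 (interferon-stimulated genes), 0.577 (acute phase response, gluconeogenesis, hepatocytes), 0.531 (oxidative stress, T and NK cells), 0.828 (amino acid catabolism) and 0.526 (olfactory receptors, respiratory chain, stellate cells).

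In exact permutation of list means within array sets, chosen after seeing the data, the number of lists called was 0 for gain, 0 for intake and 0 for interaction. For gain the adjusted p became 0.909 (heat shock chaperones, endoplasmic reticulum stress, gluconeogenesis, immediate early genes, ribosomal proteins, smooth muscle). Lists for intake took adjusted p-values of 0.941 (Table 6 genes, heat shock chaperones, endoplasmic reticulum stress, cholesterol synthesis). Interaction lists took adjusted p-values of 0.228 (Table 6 genes, ion channels), 0.415 (proteasome subunits, olfactory receptors), 0.907 (interferon-stimulated genes, oxidative stress, gluconeogenesis), 0.96 (acute phase response), 0.934 (amino acid catabolism), 0.451 (cholesterol synthesis, nuclear transport, immediate early genes, T and NK cells), 0.5 (vesicle traffic), 0.428 (mitosis), 0.608 (respiratory chain) and 0.902 (hepatocytes, stellate cells).

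With 1 steer left out at a time, fewer steers being tested, the ranges were 489 to 945 (4-group difference), 668 to 1361 (gain effect), 597 to 1390 (intake effect), 575 to 913 (gain by intake interaction), 331 to 434 (the study's 729 transcript clusters), 10 to 12 (pairwise differences of Table 6), 4 to 8 lists called for gain, 2 to 6 lists called for intake and 9 to 23 lists called for interaction. No adjusted p passed for any of the 4 comparisons (0 to 0). Counts moved by more than 1.5 times over the 4 groups, to 945 without low gain-low intake steer 20133403, and for intake, to 1390 without the same steer and 1230 without high gain-high intake steer 20133015. Each of these steers is the only array of its group in its array set. Lists called moved by more than 1.5 times to 2 for intake without high gain-low intake steer 20133697, 11 for interaction without high gain-high intake steer 20133412 and 9 for interaction without low gain-high intake steer 20133452.

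The adjusted p of the lists called for gain ranged, without 1 steer, over heat shock chaperones 2.45e-07 to 0.00644, endoplasmic reticulum stress 7.01e-05 to 0.621, gluconeogenesis 0.00328 to 0.177, immediate early genes 6.08e-06 to 0.0193, ribosomal proteins 3.21e-07 to 0.668 and smooth muscle 7.01e-05 to 0.0566.

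The adjusted p of the lists called for intake ranged, without 1 steer, over Table 6 genes 0.00693 to 0.075, heat shock chaperones 7.65e-07 to 0.284, endoplasmic reticulum stress 8.06e-08 to 0.587 and cholesterol synthesis 1.85e-13 to 0.0102.

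The adjusted p of the lists called for interaction ranged, without 1 steer, over Table 6 genes 0.0119 to 0.237, proteasome subunits 6.85e-09 to 1.08e-05, interferon-stimulated genes 0.000212 to 0.506, acute phase response 0.00117 to 0.765, oxidative stress 0.00866 to 0.204, amino acid catabolism 2.54e-06 to 0.378, gluconeogenesis 0.00282 to 0.181, cholesterol synthesis 7.03e-16 to 1.28e-06, ion channels 0.00463 to 0.187, vesicle traffic 0.000299 to 0.0343, nuclear transport 0.0195 to 0.255, mitosis 0.000155 to 0.0881, olfactory receptors 5.98e-05 to 0.639, immediate early genes 1.01e-09 to 0.000345, respiratory chain 6.70e-11 to 0.000388, hepatocytes 1.66e-05 to 0.154, T and NK cells 0.000187 to 0.0861 and stellate cells 0.00837 to 0.194.

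The members of lists at an unadjusted p of 0.05 or less over the 4 groups ranged, without 1 steer, over Table 5 ubiquitination genes 5 to 9, Table 5 chemokine genes 1 to 3, Table 5 selenocysteine genes 0 to 2, Table 6 genes 6 to 10, proteasome subunits 0 to 3, ubiquitin proteases 0 to 3, MHC class I 1 to 3, chemokines 1 to 4, selenoproteins 0 to 2, oxidative stress 0 to 2, urea cycle 0 to 0, amino acid catabolism 0 to 3, gluconeogenesis 0 to 2, glycolysis 0 to 3, glycogen 0 to 4, solute carriers 8 to 14, ion channels 0 to 6, vesicle traffic 3 to 14, nuclear transport 0 to 3, mitosis 0 to 6, cytoskeleton 3 to 10, collagens 0 to 1, other matrix genes 0 to 3, olfactory receptors 19 to 40 and heat shock chaperones 3 to 15.

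Of 4118 values of named genes under alternatives, 3599 kept their direction and their side of the threshold, 402 were no longer past it, 86 came past it and 31 had the opposite sign or were 0, all of these for intake in the urea cycle genes CPS1, OTC, ARG1, NAGS, SLC25A15, SLC25A13 and SLC25A2. Only 62 of the 152 gene results kept side and direction in every alternative.

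Without 1 steer, the intake differences of those whose sign turned ranged over -0.147 to 0.154 for OTC, -0.448 to 0.069 for ARG1, -0.266 to 0.00573 for NAGS, -0.145 to 0.265 for SLC25A15, -0.144 to 0.0854 for SLC25A13 and -0.000625 to 0.157 for SLC25A2.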

Differences from the paper's values

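The deposited values gave the 729 transcript clusters that the paper counts at an unadjusted p of 0.05 or less in the ordinary F of its methods, and limma's moderated F gave 624.

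The smallest FDR value of the paper's Table S2 was 0.583847 (the paper's), and the smallest adjusted p here was 0.128 in limma. In the ordinary F it was 0.64, which lies within 1.5 times the paper's. Of the 729 FDR values of Table S2, 726 are above 1, up to 1.66662, which an adjusted p cannot be. The first of them corresponds to 24413 tests, where the deposited table has 26773.

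For the 4-group p-values of Table 5, those that differ by more than 1.5 times are, the paper's first and limma's second, TAP2 5.39E-03 and 0.00302, USP40 9.94E-03 and 0.0283, USP26 4.55E-02 and 0.108, UCHL1 3.40E-02 and 0.0684, SKP1 1.39E-02 and 0.0609, USP44 2.82E-02 and 0.0761, PSMC5 4.77E-02 and 0.227, PSMA5 3.74E-02 and 0.148, PSMD5 3.11E-02 and 0.0189, PLCG1 3.83E-02 and 0.0997, PSTK 4.30E-02 and 0.0736 and SEPSECS 3.01E-02 and 0.0515. In the ordinary F of the study's methods none of these differed.

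For Table 6 the corresponding values, the paper's first, are IGFBP1 0.009 and 0.00192, NCAPG 0.008 and 0.0466, PLK3 0.03 and 0.0909, PPP1CA 0.05 and 0.14, SMAD6 0.001 and 0.00526, TAP2 0.005 and 0.00302 and TIGAR 0.02 and 0.0354. In the ordinary F none differed at the rounding of the table. No log2 mean (24 compared) and no array fold (12 compared) of Table 6 differed.

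The paper counts 7 of the 12 genes of Table 6 as having like patterns in the qRT-PCR and on the arrays, by a criterion it does not state. The signs of the 2 folds printed in Table 6 are the same for 9 of the 12 and opposite for PTK2B, SMAD6 and TIGAR.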

Other observations

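The comparison of splits of the steers and the use of array sets were chosen after the result was seen, and the list tests were not.

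Heat shock chaperones were among the genes with the largest gain effects. HSPH1 was 12.18 ± 2.20 in the high gain-high intake and 14.23 ± 2.83 in the high gain-low intake group, against 10.91 ± 0.87 and 11.49 ± 2.07 in the low gain-high intake and low gain-low intake groups, a gain effect of 2.00 (standard error 0.93, 2.67 and 2.81 within array sets 1 and 2, exact permutation p = 0.08). That of BAG3, a cochaperone, was 1.76 (standard error 0.82, 1.92 and 2.73 within array sets 1 and 2, exact permutation p = 0.0805), of FKBP5 1.90 (standard error 0.65, 2.78 and 2.42 within array sets 1 and 2, exact permutation p = 0.0275), of STIP1 1.26 (standard error 0.49, 1.10 and 2.12 within array sets 1 and 2, exact permutation p = 0.0404), of DNAJB4 1.18 (standard error 0.46, 1.29 and 1.61 within array sets 1 and 2, exact permutation p = 0.0389), of DNAJB6 0.54 (standard error 0.15, 0.48 and 0.64 within array sets 1 and 2, exact permutation p = 0.00311) and of HSP90AA1 1.09 (standard error 0.46, 1.54 and 1.25 within array sets 1 and 2, exact permutation p = 0.065). In the list of 72 chaperones 43 were higher at high gain, 10 of them and 1 lower at an unadjusted p of 0.05 or less (adjusted p = 0.00016 by camera, and adjusted p = 0.985 with an estimated correlation), with 0 adjusted over the list alone. Over the 4 groups 6 of 72 (beside 1.33) had an unadjusted p of 0.05 or less, with an adjusted p of 0.024 by Fisher's exact test in limma, but 0.261 in the ordinary F of the study's methods (5, beside 1.96) and 0.109 with the array set as a block (7, beside 2.55). The number in limma was 3 without high gain-low intake steer 20133697 and 15 without high gain-low intake steer 20133045. The 6 in limma and the 5 in the ordinary F include DNAJC22, DNAJC5, DNAJB2 and DNAJC16. The study chose these genes of Table 5 on the same arrays, so that the counts and their Fisher tests are not independent evidence. At high intake 17 of 72 were higher (adjusted p = 0.00455 by camera, and adjusted p = 0.982 with an estimated correlation). At the preset correlation, the adjusted p was 0.284 without high gain-low intake steer 20133697.

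Endoplasmic reticulum stress genes were higher at high gain in 21 of 32 (adjusted p = 0.0145 by camera, and adjusted p = 0.985 with an estimated correlation) and at high intake in 6 of 32 (adjusted p = 0.000847 by camera, and adjusted p = 0.982 with an estimated correlation). For gain the adjusted p of the preset correlation was above 0.05 without any 1 of 4 steers, up to 0.621 without high gain-low intake steer 20133697, and for intake it was 0.587 without high gain-low intake steer 20133697. PDIA6, an isomerase, had an intake effect of -0.45 (standard error 0.23, -0.33 and -0.67 within array sets 1 and 2, exact permutation p = 0.0676).

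Cholesterol synthesis genes were lower at high intake in all 21 of the list, and in all but 1 after quantile normalization and with the array set as a block (adjusted p = 2.45e-06 by camera, and adjusted p = 0.982 with an estimated correlation), and 19 of 21 had a positive interaction (median 0.75, adjusted p = 1.70e-10 by camera, and adjusted p = 0.557 with an estimated correlation). The interaction was 2.44 (standard error 1.07, 0.14 and 3.44 within array sets 1 and 2, exact permutation p = 0.0765) for HMGCS1 (1 high gain-low intake steer at 17.04 and 1 low gain-high intake steer at 16.93 apart from their groups), 1.93 (standard error 0.78, 0.50 and 2.80 within array sets 1 and 2, exact permutation p = 0.049) for FDFT1, 1.68 (standard error 0.74, 0.96 and 1.52 within array sets 1 and 2, exact permutation p = 0.0817) for SQLE (1 low gain-low intake steer at 16.43 apart from its group) and 1.42 (standard error 0.61, 0.67 and 1.70 within array sets 1 and 2, exact permutation p = 0.072) for IDI1. Over the 4 groups 3 of 21 (beside 0.388) had an unadjusted p of 0.05 or less in limma (adjusted p = 0.0607 by Fisher's exact test), 1 in the ordinary F of the study's methods, beside 0.573 (adjusted p = 0.892), and 3 with the array set as a block, beside 0.743 (adjusted p = 0.202).

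Immediate early genes were higher at high gain in 25 of 32 (adjusted p = 0.000705 by camera, and adjusted p = 0.985 with an estimated correlation) and had a positive interaction in 3 of 32 (adjusted p = 5.18e-07 by camera, and adjusted p = 0.557 with an estimated correlation). EGR1 had an interaction of -3.38 (standard error 1.06, -2.44 and -4.06 within array sets 1 and 2, exact permutation p = 0.00824), FOS of -1.46 (standard error 0.57, -0.98 and -1.71 within array sets 1 and 2, exact permutation p = 0.0364), IER2 of -1.02 (standard error 0.43, -0.67 and -1.47 within array sets 1 and 2, exact permutation p = 0.0225) and SGK1 of 1.74 (standard error 0.68, 1.14 and 0.92 within array sets 1 and 2, exact permutation p = 0.03). Respiratory chain genes had a positive interaction in 70 of 89 (adjusted p = 2.61e-06 by camera, and adjusted p = 0.725 with an estimated correlation), with 0.69 (standard error 0.29, 0.81 and 0.40 within array sets 1 and 2, exact permutation p = 0.02) for COX7A2, 1.00 (standard error 0.46, 0.88 and 1.42 within array sets 1 and 2, exact permutation p = 0.0483) for NDUFS6 and 0.64 (standard error 0.28, 0.72 and 0.68 within array sets 1 and 2, exact permutation p = 0.0309) for NDUFC1. Ribosomal proteins were higher at high gain in 44 of 71 (adjusted p = 0.0145 by camera, and adjusted p = 0.985 with an estimated correlation). With the correlation preset, the adjusted p was above 0.05 without any 1 of 6 steers, up to 0.668 without low gain-high intake steer 20133452.

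CYP2B6, a cytochrome of drug metabolism, had an intake effect of 3.75 (standard error 1.40, 3.73 and 3.80 within array sets 1 and 2, exact permutation p = 0.0291). Of the markers of cell types, TAGLN of smooth muscle had a gain effect of 0.79 (standard error 0.32, 0.60 and 1.13 within array sets 1 and 2, exact permutation p = 0.0325), CD163 of macrophages 0.57 (standard error 0.24, 0.30 and 0.96 within array sets 1 and 2, exact permutation p = 0.0432) against its list, in which 3 of 18 were higher at high gain (adjusted p = 0.317 by camera, and adjusted p = 0.985 with an estimated correlation), and CLEC9A of dendritic cells -0.48 (standard error 0.15, -0.47 and -0.49 within array sets 1 and 2, exact permutation p = 0.014), and the T cell genes CD2 and CD27 had interactions of -1.11 (standard error 0.39, -1.91 and -0.69 within array sets 1 and 2, exact permutation p = 0.00824) and -0.57 (standard error 0.21, -0.60 and -0.62 within array sets 1 and 2, exact permutation p = 0.00218). Smooth muscle markers were higher at high gain in 8 of 10 (adjusted p = 0.00246 by camera, and adjusted p = 0.985 with an estimated correlation). Under the preset correlation, the adjusted p was 0.0566 without low gain-high intake steer 20133452. The interaction was positive in 18 of 20 hepatocyte (adjusted p = 0.00964 by camera, and adjusted p = 0.695 with an estimated correlation), 6 of 24 T and NK cell (adjusted p = 0.00285 by camera, and adjusted p = 0.681 with an estimated correlation) and 12 of 17 stellate cell markers (adjusted p = 0.0432 by camera, and adjusted p = 0.684 with an estimated correlation). For T and NK cells the adjusted p was 0.0717 without high gain-high intake steer 20133015 and 0.0861 without low gain-high intake steer 20133062. For hepatocytes it was above 0.05 without any 1 of 6 steers, up to 0.154 without high gain-low intake steer 20133045, and for stellate cells without any 1 of 10, up to 0.194 without low gain-high intake steer 20133452, and 0.0734 with the array set as a block.

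The genes of Table 6, chosen by the study on these arrays, had an intake call of camera (adjusted p = 0.0184 by camera, and adjusted p = 0.982 with an estimated correlation), above 0.05 without any 1 of 4 steers, up to 0.075 without high gain-low intake steer 20133337, and 0.112 with the array set as a block. The interaction was also positive in 24 of 34 interferon-stimulated (adjusted p = 0.0295 by camera, and adjusted p = 0.885 with an estimated correlation), 22 of 30 acute phase (adjusted p = 0.042 by camera, and adjusted p = 0.764 with an estimated correlation), 36 of 54 amino acid catabolism (adjusted p = 0.0295 by camera, and adjusted p = 0.885 with an estimated correlation) and 21 of 30 gluconeogenesis genes (adjusted p = 0.0295 by camera, and adjusted p = 0.764 with an estimated correlation), and in 268 of 803 olfactory receptors (adjusted p = 0.0092 by camera, and adjusted p = 0.681 with an estimated correlation). Each of these lost the preset-correlation call without some steers, 7 for interferon-stimulated genes (up to 0.506 without low gain-high intake steer 20133452), 9 for acute phase response (up to 0.765 without low gain-high intake steer 20133452), 6 for amino acid catabolism (up to 0.378 without high gain-high intake steer 20133356), 7 for gluconeogenesis (up to 0.181 without low gain-high intake steer 20133452) and 2 for olfactory receptors (up to 0.639 without low gain-high intake steer 20133452).

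Over the 4 groups in limma, the members of the remaining lists at an unadjusted p of 0.05 or less, beside the number that the share among all named genes gives, were 1 of 43 (beside 0.795) for fatty acid and triglyceride synthesis, 1 of 45 (beside 0.832) for fatty acid oxidation and ketogenesis, 1 of 27 (beside 0.499) for insulin and fasting response, 2 of 31 (beside 0.573) for growth hormone and IGF axis, 2 of 69 (beside 1.28) for xenobiotic and drug metabolism, 1 of 29 (beside 0.536) for bile acid synthesis and transport, 30 of 803 (beside 14.8) for olfactory receptors, 2 of 32 (beside 0.592) for immediate early genes, 0 of 16 (beside 0.296) for circadian clock genes, 1 of 71 (beside 1.31) for ribosomal proteins, 1 of 89 (beside 1.65) for respiratory chain, 0 of 10 (beside 0.185) for commonly used reference genes, 0 of 34 (beside 0.628) for interferon-stimulated genes, 0 of 30 (beside 0.555) for acute phase response, 1 of 32 (beside 0.592) for endoplasmic reticulum stress, 0 of 20 (beside 0.37) for hepatocytes, 0 of 11 (beside 0.203) for periportal hepatocytes, 0 of 13 (beside 0.24) for pericentral hepatocytes, 2 of 18 (beside 0.333) for macrophages and Kupffer cells, 0 of 24 (beside 0.444) for T and NK cells, 1 of 14 (beside 0.259) for B and plasma cells, 0 of 17 (beside 0.314) for neutrophils, 2 of 14 (beside 0.259) for dendritic cells, 0 of 17 (beside 0.314) for stellate cells, 1 of 19 (beside 0.351) for endothelial cells, 0 of 14 (beside 0.259) for cholangiocytes, 2 of 10 (beside 0.185) for smooth muscle, 0 of 16 (beside 0.296) for erythroid cells, 0 of 9 (beside 0.166) for platelets, 0 of 10 (beside 0.185) for skeletal muscle and 0 of 10 (beside 0.185) for pancreas. None of these passed over the 4 groups when adjusted over the list alone. Of them, olfactory receptors had an adjusted p of 0.00343 by Fisher's exact test in limma, 0.241 in the ordinary F of the study's methods and 0.00552 with the array set as a block (48, beside 28.4). Their median level of 5.786 lay below the 25th percentile of every array, the lowest of which was 6.093. These are signals at the low end of the arrays, and without 1 steer the count ranged from 19 to 40.

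Chance could not be excluded for any count of transcript clusters or lists. Among 100 splits of the steers, the real one included, those with a count as large as the real one were 89 of 100 for 4 groups (624, highest other 5727), 55 of 100 for gain (932, highest other 4190), 74 of 100 for intake (767, highest other 8110), 76 of 100 for interaction (753, highest other 3821), 55 of 100 for lists gain (6, highest other 22), 79 of 100 for lists intake (4, highest other 23) and 7 of 100 for lists interaction (18, highest other 23). With splits within array sets and the set as a block they were 64 of 100 for 4 groups (1111, highest other 2301), 27 of 100 for gain (1404, highest other 2275), 86 of 100 for intake (979, highest other 2300), 43 of 100 for interaction (1322, highest other 2311), 71 of 100 for lists gain (6, highest other 27), 90 of 100 for lists intake (3, highest other 23) and 16 of 100 for lists interaction (15, highest other 25). Splits calling several times the real count point to a structure of the samples, and the 8 arrays of set 1 against the 8 of set 2 gave 11847 transcript clusters at an unadjusted p of 0.05 or less. That last count is not independent evidence, since the sets were split on medians of the same values.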
